# Placental Transcriptome Adaptations to Maternal Nutrient Restriction in Sheep

**DOI:** 10.3390/ijms22147654

**Published:** 2021-07-17

**Authors:** Chelsie B. Steinhauser, Colleen A. Lambo, Katharine Askelson, Gregory W. Burns, Susanta K. Behura, Thomas E. Spencer, Fuller W. Bazer, Michael Carey Satterfield

**Keywords:** placentome, pregnancy, nutrient restriction, gene expression

## Abstract

Placental development is modified in response to maternal nutrient restriction (NR), resulting in a spectrum of fetal growth rates. Pregnant sheep carrying singleton fetuses and fed either 100% (*n* = 8) or 50% (NR; *n* = 28) of their National Research Council (NRC) recommended intake from days 35–135 of pregnancy were used to elucidate placentome transcriptome alterations at both day 70 and day 135. NR fetuses were further designated into upper (NR NonSGA; *n* = 7) and lower quartiles (NR SGA; *n* = 7) based on day 135 fetal weight. At day 70 of pregnancy, there were 22 genes dysregulated between NR SGA and 100% NRC placentomes, 27 genes between NR NonSGA and 100% NRC placentomes, and 22 genes between NR SGA and NR NonSGA placentomes. These genes mediated molecular functions such as MHC class II protein binding, signaling receptor binding, and cytokine activity. Gene set enrichment analysis (GSEA) revealed significant overrepresentation of genes for natural-killer-cell-mediated cytotoxicity in NR SGA compared to 100% NRC placentomes, and alterations in nutrient utilization pathways between NR SGA and NR NonSGA placentomes at day 70. Results identify novel factors associated with impaired function in SGA placentomes and potential for placentomes from NR NonSGA pregnancies to adapt to nutritional hardship.

## 1. Introduction

In eutherian mammals, the placenta mediates the exchange of nutrients, gases, and waste products between mother and fetus. Impaired growth and function of the placenta is associated with fetal growth restriction, poor pregnancy outcomes, and susceptibility to a myriad of health-related consequences in adulthood [1,2,3,4]. Placental growth can be influenced by maternal exposure to environmental factors, such as malnutrition. An area of increasing interest is the elucidation of adaptive mechanisms by which the placenta can respond to maternal environmental insults in a compensatory manner to sustain adequate fetal growth despite, for example, maternal nutrient restriction.

Using a long-term nutritionally restricted pregnant sheep model, we recently reported that nutrient-restricted (NR) pregnant sheep that support rates of fetal growth similar to growth of fetuses in control-fed sheep exhibited increased expression of select amino acid transporters in the placenta and possessed increased amino acid availability in the fetal circulation [5]. In the same cohort of animals, microarray analyses revealed changes in the expression of genes whose functions were associated with the biological actions of nutrient sensing and transport and immune system activation [6]. While the aforementioned sheep studies highlight adaptive changes occurring within the ovine placenta to support normal fetal growth during maternal NR, they are limited in that analyses were performed during the final third of gestation, when placental growth and function had already reached its maximum [7]. This in fact highlights one of the biggest challenges of placental research: how do we assess early placental growth and function, while allowing pregnancy to progress, giving the opportunity to definitively link early placental growth, or early placental adaptations, with a late gestation fetal phenotype? The sheep serves as a unique and valuable model organism to address this dilemma.

The primary functional units of the sheep placenta are the placentomes, which are discrete regions where the maternal caruncle intimately interdigitates and syncytializes with the fetal cotyledon. A singleton pregnancy contains between 50 and 120 of these placentomes, which collectively support greater than 95% of the hematotrophic exchange between mother and fetus [8]. We recently developed a surgical technique to selectively remove a single placentome in close approximation to the fetus in mid-gestation without compromising fetal growth [9]. Using this approach, we have identified alterations in placental fatty acid transport in NR pregnancies with impaired fetal growth that correspond to changes in circulating levels of triglycerides, non-esterified fatty acids, and cholesterol in both the dam and the fetus [10]. Additionally, thyroid hormones are altered in NR pregnancies, with identifiable changes in placental thyroid-hormone-related genes and proteins during mid and late gestation [11].

Given the demonstrated potential of our surgical technique, the objective of the present study was to utilize a discovery-based approach to identify novel genes and biological processes associated with the earliest adaptations within the ovine placentome in response to maternal NR, due to total caloric restriction from day 35 to day 135 (term = day 147) of pregnancy, giving rise to either small-for-gestational-age (SGA) or normal-weight (NonSGA) fetuses in late gestation.

## 2. Results

### 2.1. Model Characteristics

Maternal, placental, and fetal weights, as well as select metabolite abundances for this study, have been published elsewhere [10,11,12,13]. Of importance, fetuses from NR dams were categorized by fetal weight at day 135 into quartiles, with the highest quartile being denoted as NR NonSGA (*n* = 7) and the lowest quartile as NR SGA (*n* = 7). Well-fed controls are denoted as 100% NRC (*n* = 8). Fetal weight was lower in the NR SGA (3.8 ± 0.2 kg) compared to 100% NRC (5.6 ± 0.1 kg) and NR NonSGA (5.4 ± 0.2 kg; *p* < 0.001) fetuses [12]. Total placentome weight was lower in NR SGA (307 ± 16 g) ewes compared to 100% NRC (546 ± 43 g) and NR NonSGA (524 ± 36 g; *p* < 0.001) pregnancies [10].

### 2.2. Differentially Expressed Genes

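Placentomes, the units of the sheep placenta in which fetal cotyledons interdigitate with maternal caruncles, were sampled from 22 ewes at day 70 and again at day 135 of the same pregnancy, which gave 44 RNA-seq libraries. The groups were 8 ewes fed to requirement (100% NRC), 7 nutrient-restricted ewes whose fetuses were of normal weight (NR NonSGA) and 7 nutrient-restricted ewes whose fetuses were small for gestational age (NR SGA). The deposited values were raw counts of reads per gene of the sheep genome Oar_v3.1, which the authors obtained with Hisat2 and featureCounts, and each library held between 6922243 and 9894965 counts. Protein-coding genes with a summed CPM above 5 were kept, which left 14123 genes at day 70 and 13907 at day 135. Counts were scaled by TMM and fitted with edgeR for the 3 groups of each day, and the quasi-likelihood test was applied to each pair of groups. A gene was called differentially expressed at an adjusted p of at most 0.10 and an unadjusted p of at most 0.05, the thresholds of the paper. Expression is given as TMM-scaled CPM, mean ± SD, and fold changes are log2 values of the group named first over the group named second. Days were compared within each group with the same test. Counts were simulated with the number of libraries and the spread of the 3 groups at day 70, with 200 genes changed in NR SGA. Between simulated NR SGA and 100% NRC this test recovered 53.7% of genes changed 1.5-fold and 90.9% of genes changed 4-fold, and 5.41% of its calls were false. The simulated genes varied independently, so this share does not cover false calls from genes that vary together in the real libraries. Recovery may also be lower where fewer genes change, since the adjusted threshold is then stricter. Fixed lists of genes for pathways and cell types were tested as sets with camera, which compares the genes of a list with all other genes, and a list was called at the same thresholds.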

The numbers of differentially expressed genes (DEGs) between treatment groups and days of pregnancy are shown in Figure 1 (FDR ≤ 0.10 and *p* ≤ 0.05). At day 70 of pregnancy, 9 genes were upregulated and 11 downregulated in NR SGA compared to 100% NRC placentomes, while 13 genes were upregulated and 10 genes downregulated in NR NonSGA compared to 100% NRC placentomes (Figure 1A). 

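Genes that respond to low oxygen were on average slightly more abundant in NR SGA than in 100% NRC placentomes at day 70, and 4 of 28 hypoxia genes were higher when adjusted over the list alone. These were NDRG1 (log2 fold change 0.36), PDK1, a kinase that inhibits pyruvate dehydrogenase (0.30), ANKRD37 (0.53) and NDUFA4L2 (0.74). As a set the hypoxia genes were higher in NR SGA by camera (adjusted p = 0.00189; adjusted p = 0.0981 with an estimated correlation), while fry gave an adjusted p = 0.117 and the exact permutation test of the score p = 0.0173 (0.155 adjusted over 18 lists). Adjusted over all 14123 genes, edgeR's quasi-likelihood test called 0 genes between NR SGA and 100% NRC placentomes, with 736 genes at an unadjusted p under 0.05 where chance gives about 706. DESeq2 called 6 genes, the edgeR robust method fitted to all 3 groups 13, and the robust method fitted to the groups of the pair alone 29. Between NR NonSGA and 100% NRC placentomes the quasi-likelihood test called 1 gene, which was lower in NR NonSGA and has no symbol (ENSOARG00000003399, adjusted p = 0.0943; not called in 18 of 22 fits with 1 library left out), with 927 genes at an unadjusted p under 0.05, while DESeq2 called 4 and the robust method 19 with 3 groups and 33 with the pair. Of the genes in Table 1, 22 of 22 for NR SGA and 25 of 27 for NR NonSGA against 100% NRC had the tabled direction, and 20 and 24 had an unadjusted p under 0.05. These tables were chosen on the same libraries, so the directions are not independent evidence.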

*Cleavage stimulation factor subunit 2 tau* (*CSTF2T*) was downregulated in both NR SGA and NR NonSGA placentomes compared to 100% NRC placentomes. 

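CSTF2T encodes a subunit of the complex that cleaves pre-mRNA before polyadenylation. At day 70 its mean was 13.9 ± 17.4 CPM (SD, n = 8) in 100% NRC placentomes, 1.11 ± 0.552 CPM (SD, n = 7) in NR SGA placentomes and 0.871 ± 0.395 CPM (SD, n = 7) in NR NonSGA placentomes. The 100% NRC libraries ranged from 0.425 to 38.5 CPM, with 5 of 8 above 1 CPM. The log2 fold change was -3.64 (standard error 0.90) for NR SGA and -3.97 (standard error 0.93) for NR NonSGA, with adjusted p = 0.914 and 0.678 from edgeR's quasi-likelihood test, and adjusted p = 0.0176 and 0.00477 from DESeq2. The annotation holds 2 gene IDs with this symbol, so reads may be shared between them. With both IDs summed, the log2 fold changes were -1.87 and -1.19.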

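Few genes separated the placentomes of small and normal-weight fetuses of restricted ewes at day 70. The medians of the log2 fold changes (NR SGA over NR NonSGA) were 0.06 for 33 proliferation genes and -0.02 for 28 PI3K, AKT and insulin signaling genes. Camera called the proliferation list higher in NR SGA (adjusted p = 0.0640; adjusted p = 0.897 with an estimated correlation) and gave the other an adjusted p = 0.331. Among metabolic genes, HMGCR, the rate-limiting enzyme of cholesterol synthesis, had a log2 fold change of -0.26 and was the single member of 34 mTORC1 and amino acid response genes lower when adjusted over the list alone. EdgeR's quasi-likelihood test called 0 genes, with 557 at an unadjusted p under 0.05 where chance gives about 706. DESeq2 also called 0, the robust method 18 with 3 groups and 28 with the pair. Of the 22 genes of Table 1 for this pair, all had the tabled direction and 18 had an unadjusted p under 0.05. They were chosen on the same libraries, so this is not independent evidence.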

There were 8 genes upregulated and 10 genes downregulated in NR SGA compared to NR NonSGA placentomes (Figure 1A). 

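Myostatin, encoded by MSTN, is a member of the TGF-β family that restrains muscle growth. At day 70 its mean was 1.11 ± 1.19 CPM (SD, n = 7) in NR SGA placentomes, 13.1 ± 11.9 CPM (SD, n = 7) in NR NonSGA placentomes and 7.92 ± 6.53 CPM (SD, n = 8) in 100% NRC placentomes. The log2 fold change of NR SGA was -2.83 (standard error 1.02) over 100% NRC and -3.56 (standard error 1.04) over NR NonSGA, with adjusted p = 0.924 and 0.998 from edgeR's quasi-likelihood test and adjusted p = 0.0326 and 0.0269 from the robust method fitted to each pair. Of 22 ewes, 10 were above 1 CPM at both days, 9 at neither, 3 at day 70 alone and 0 at day 135 alone (Fisher's exact test, p = 4.62e-04). This test pools the groups, so it does not separate a difference between groups from a difference between ewes.

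**Figure D1:**
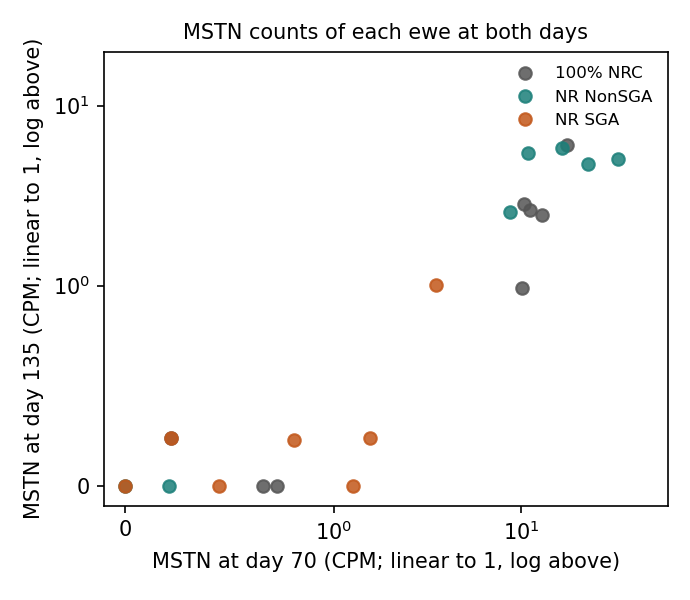
MSTN in the placentome of each of the 22 ewes at day 70 (horizontal axis, CPM) and at day 135 (vertical axis, CPM), colored by group; both axes are linear up to 1 CPM and logarithmic above. Ewes above 1 CPM at one day were mostly above it at the other, 19 of 22 ewes being on the same side at both.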

*Myostatin* (*MSTN*) was downregulated in NR SGA compared to both 100% NRC and NR NonSGA placentomes (Figure 1A, Table 1). *Heterogeneous nuclear ribonucleoprotein K* (*HNRNPK*) was upregulated in 100% NRC, but downregulated in NR SGA placentomes compared to NR NonSGA placentomes. 

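HNRNPK encodes an RNA-binding protein of the nucleus. The gene ID listed under this symbol (ENSOARG00000000590) had 0.164 ± 0.0895 CPM in the 7 NR SGA placentomes, with none of them above 1 CPM, 46.5 ± 91.5 CPM (SD, n = 7) in NR NonSGA and 19.1 ± 53.8 CPM (SD, n = 8) in 100% NRC placentomes. Its SD was larger than its mean in NR NonSGA and in 100% NRC, where 2 of 7 and 1 of 8 libraries were above 1 CPM. The log2 fold change of NR NonSGA over 100% NRC was 1.28 (standard error 1.46, adjusted p = 0.897 from edgeR's quasi-likelihood test), and that of NR SGA over NR NonSGA was -8.03 (standard error 2.65, adjusted p = 0.998 from the same test). The annotation holds 5 gene IDs with this symbol. Across the libraries of NR NonSGA and 100% NRC the other IDs together held 435 CPM, and the library in which the listed ID was highest, at 242 CPM, had 244 CPM at the others, where their median was 458. With all IDs summed, the log2 fold change was -0.03 for NR NonSGA over 100% NRC and 0.01 for NR SGA over NR NonSGA. The sum does not separate reads shared between copies from a real change in a minor copy.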

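HLA-DOB, a chain of the class II molecule that regulates peptide loading in B cells, and PAM, the enzyme that amidates peptide hormones, were both most abundant in NR NonSGA placentomes at day 70. HLA-DOB had 2.09 ± 0.727 CPM (SD, n = 7) in NR NonSGA, 0.982 ± 0.712 CPM (SD, n = 8) in 100% NRC and 0.866 ± 0.295 CPM (SD, n = 7) in NR SGA. PAM had 273 ± 35.2 CPM (SD, n = 7), 209 ± 62.1 CPM (SD, n = 8) and 192 ± 45.2 CPM (SD, n = 7) in the same order. NR NonSGA exceeded 100% NRC by a log2 fold change of 1.08 for HLA-DOB (standard error 0.35) and 0.39 for PAM (standard error 0.16), with adjusted p = 0.724 and 0.734 from edgeR's quasi-likelihood test and 0.0492 and 0.00896 from the robust method fitted to the pair. NR SGA was below NR NonSGA, at -1.25 (standard error 0.37) and -0.51 (standard error 0.16). Between NR SGA and 100% NRC the log2 fold changes were -0.17 (standard error 0.38) for HLA-DOB and -0.12 (standard error 0.16) for PAM, with adjusted p = 0.992 and 0.982 from the same quasi-likelihood test.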

*Major histocompatibility complex, class II, DO beta* (*HLA-DOB*) and *peptidylglycine alpha-amidating monooxygenase* (*PAM*) were downregulated in 100% NRC placentomes compared to all NR placentomes (Figure 1A, Table 1).

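At day 135, endothelial markers leaned higher and genes of cell division lower in NR SGA than in 100% NRC placentomes, with calls that depended on the test. Of 23 endothelial markers, 18 had a higher mean in NR SGA than in 100% NRC, and 2 were higher when adjusted over the list alone: GPR182, a receptor of lymphatic and sinusoidal endothelium (log2 fold change 1.29), and CLEC1A (0.32). Camera gave the list an adjusted p = 0.00618 (adjusted p = 0.474 with an estimated correlation), and the exact permutation test of its score p = 0.148 (0.531 adjusted over 18 lists). Genes of cell division lay lower in NR SGA, with 28 of 33 below 100% NRC at a median log2 fold change of -0.25 (camera adjusted p = 1.76e-10; adjusted p = 0.386 with an estimated correlation) and none past the test when adjusted over the list alone. The score of the cell division genes differed by -0.27 (exact permutation test, p = 0.128, and 0.531 adjusted over 18 lists). Its SD was 0.449 in NR SGA and 0.128 in 100% NRC. EdgeR's quasi-likelihood test called 0 genes between NR SGA and 100% NRC, with 712 at an unadjusted p under 0.05 where chance gives about 695, and 0 between NR NonSGA and 100% NRC, with 352. For these pairs DESeq2 called 1 and 1 genes, the robust method with 3 groups 42 and 2, and the robust method with the pair 48 and 8. All 47 and 7 genes that Table 2 lists for them had the tabled direction, and 36 and 3 had an unadjusted p under 0.05. Table 2 was chosen on the same libraries, so this is not independent evidence.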

At day 135 of pregnancy, 15 genes were upregulated and 16 genes downregulated in NR SGA compared to 100% NRC placentomes, while only 2 genes were upregulated and 3 genes downregulated in NR NonSGA compared to 100% NRC placentomes (Figure 1B). 

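H2AC18 encodes a histone of the H2A family and was close to undetected in 100% NRC placentomes at day 135, at 0.0710 ± 0.134 CPM (SD, n = 8). It had 2.62 ± 2.35 CPM (SD, n = 7) in NR SGA and 2.53 ± 3.09 CPM (SD, n = 7) in NR NonSGA placentomes, with 5 of 7 and 3 of 7 libraries above 1 CPM and 0 of 8 in 100% NRC. The log2 fold changes were 4.82 (standard error 1.26) and 4.77 (standard error 1.27), with adjusted p = 0.709 and 1.000 from edgeR's quasi-likelihood test and adjusted p = 3.47e-04 and 0.0297 from the robust method fitted to each pair. A second gene ID carries the same symbol, and with both summed the log2 fold changes were 2.26 and 2.33.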

*H2A clustered histone 18* (*H2AC18*) was upregulated in all NR placentomes compared to 100% NRC placentomes (Figure 1B, Table 2). 

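Among placentomes of restricted ewes at day 135, genes of cell division and of protein folding leaned lower and endothelial markers higher with small than with normal-weight fetuses. CD86, a costimulatory ligand of antigen-presenting cells, had 6.43 ± 2.26 CPM (SD, n = 7) in NR SGA and 2.68 ± 0.882 CPM (SD, n = 7) in NR NonSGA placentomes (log2 fold change 1.25, standard error 0.28, adjusted p = 0.341 from edgeR's quasi-likelihood test; 0.0285 from DESeq2). Of 33 genes of the unfolded protein response, 26 were lower in NR SGA (camera adjusted p = 9.07e-04; adjusted p = 0.364 with an estimated correlation), and CRELD2, an endoplasmic reticulum chaperone, was lower when adjusted over the list alone (log2 fold change -0.52). Proliferation genes were lower in 30 of 33 cases (camera adjusted p = 1.12e-08; adjusted p = 0.433 with an estimated correlation), with none past the test over the list alone. Endothelial markers were higher in 17 of 23 cases (camera adjusted p = 0.0198; adjusted p = 0.618 with an estimated correlation), and 3 of them, CLEC1A, GPR182 and PECAM1, were higher when adjusted over the list alone. Adjusted over all 13907 genes, edgeR's quasi-likelihood test called 0 genes, with 944 at an unadjusted p under 0.05 where chance gives about 695 and a smallest adjusted p of 0.152. DESeq2 called 19 genes, the robust method with 3 groups 80, and the robust method with the pair 100. Of the 91 genes that Table 2 lists for this pair, all had the tabled direction, 77 had an unadjusted p under 0.05 and 16 were called by DESeq2. The paper chose them on the same libraries, so this is not independent evidence.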

There were 44 genes upregulated and 40 downregulated in NR SGA compared to NR NonSGA placentomes (Figure 1B). 

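RPL6 encodes a protein of the large ribosomal subunit. The gene ID that carries the symbol in the table had 7.23 ± 3.48 CPM (SD, n = 7) in NR NonSGA, 2.40 ± 0.786 CPM (SD, n = 8) in 100% NRC and 2.42 ± 1.91 CPM (SD, n = 7) in NR SGA placentomes at day 135. NR NonSGA exceeded 100% NRC by a log2 fold change of 1.60 (standard error 0.38, adjusted p = 1.000 from edgeR's quasi-likelihood test; 0.00129 from the robust method fitted to the pair), and NR SGA was below NR NonSGA at -1.58 (standard error 0.39, adjusted p = 0.537, and 0.0661 from DESeq2). This ID is 1 of 6 with the symbol and is a minor copy: the others together held 357 CPM across the libraries of NR NonSGA and 100% NRC. With all IDs summed, the log2 fold change was -0.06 over 100% NRC and 0.04 between NR SGA and NR NonSGA. Other ribosomal protein genes did not share the difference, with a median log2 fold change over 43 genes of -0.01 for NR NonSGA over 100% NRC.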

*Ribosomal protein L6* (*RPL6*) was downregulated in 100% NRC and NR SGA compared to NR NonSGA placentomes (Figure 1B, Table 2). *CD96, CD163, C-type lectin domain family 4 member A* (*CLEC4A*)*, CLEC4G, CSTF2T, cathepsin K* (*CTSK*)*, C-X-C motif chemokine ligand 10* (*CXCL10*)*, interferon-induced protein with tetratricopeptide repeats 1* (*IFIT1*)*, interferon-stimulated gene 15* (*ISG15*)*, leucine-rich repeat-containing 31* (*LRRC31*)*,* and *signaling lymphocyte activation molecule family member 6* (*SLAMF6*) were upregulated in NR SGA compared to 100% NRC and NR NonSGA placentomes, while *glutamic pyruvic transaminase* (*ALT1*), *centrosomal protein 295 n-terminal like* (*CEP295NL*), *clarin-2* (*CLRN2*), and *MSTN* were downregulated in NR SGA placentomes at day 135 of pregnancy (Figure 1B, Table 2).

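CTSK, a collagen-degrading protease of the lysosome, had the smallest spread of these genes, with 136 ± 28.4 CPM (SD, n = 7) in NR SGA, 94.2 ± 10.5 CPM (SD, n = 8) in 100% NRC and 91.3 ± 13.2 CPM (SD, n = 7) in NR NonSGA placentomes (log2 fold change 0.53 and 0.57, standard error 0.12 and 0.12, adjusted p = 0.709 and 0.341 from edgeR's quasi-likelihood test; 0.0285 from DESeq2 for NR SGA over NR NonSGA). The interferon-induced genes IFIT1 and ISG15 had 21.6 ± 12.1 CPM and 16.7 ± 12.8 CPM in NR SGA placentomes, against 9.25 ± 1.83 CPM and 6.18 ± 2.69 CPM in 100% NRC and 8.38 ± 5.97 CPM and 5.92 ± 3.88 CPM in NR NonSGA. SLAMF6, a receptor of lymphocytes, had 4.88 ± 1.45 CPM, 2.21 ± 1.02 CPM and 2.09 ± 1.20 CPM in NR SGA, 100% NRC and NR NonSGA. LRRC31 was above 100% NRC at a log2 fold change of 1.13 (standard error 0.34) and differed from NR NonSGA by 0.11 (standard error 0.34). CSTF2T had 18.5 ± 19.7 CPM in NR SGA, 3.40 ± 6.59 CPM in 100% NRC and 1.41 ± 0.484 CPM in NR NonSGA, with NR SGA above 100% NRC and not below it as at day 70, and its 2 gene IDs may share reads. Among genes lower in NR SGA, CEP295NL had 21.0 ± 5.69 CPM against 36.1 ± 10.7 CPM in 100% NRC and 38.3 ± 11.4 CPM in NR NonSGA, and CLRN2 lay under 1 CPM in most libraries (log2 fold change -2.37 and -2.09). GPT, the gene of glutamic pyruvic transaminase, had a log2 fold change of -0.24 over 100% NRC and 0.15 over NR NonSGA (standard error 0.25 and 0.26), while ATL1, which encodes the GTPase atlastin, had -0.48 and -0.41 (standard error 0.13 and 0.14). None of these genes passed the quasi-likelihood test when adjusted over all genes.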

The majority of genes that are differently expressed between days 70 and 135 of pregnancy are the same between 100% NRC, NR NonSGA, and NR SGA placentomes (2193 genes upregulated, 2100 genes downregulated; Figure 1C). 

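Between day 70 and day 135 PTGS2 and ACSL6 rose, and ESM1 and most stromal markers fell, in all 3 groups. PTGS2, the inducible cyclooxygenase of prostaglandin synthesis, rose from 25.2 ± 16.8 CPM (SD, n = 8) to 1647 ± 394 CPM (SD, n = 8) in 100% NRC placentomes (log2 fold change 6.03, standard error 0.36, adjusted p = 3.86e-09 from edgeR's quasi-likelihood test), and its log2 fold change was 5.25 in NR NonSGA and 6.42 in NR SGA. ACSL6, which activates long-chain fatty acids, rose by 4.05, 3.98 and 3.94 in 100% NRC, NR NonSGA and NR SGA. The steroidogenic enzymes CYP11A1 and CYP19A1 rose by 2.45 and 2.75 in 100% NRC. ESM1, secreted by angiogenic endothelium, fell from 723 ± 195 CPM to 5.17 ± 2.22 CPM in 100% NRC (log2 fold change -7.14, and -6.10 and -6.71 in the restricted groups), and PTH, which encodes parathyroid hormone, and DIO2, which activates thyroid hormone, fell with log2 fold changes of -5.87 and -4.24. Of 27 stromal and smooth muscle markers, 24 fell in each of the 3 groups, at a median log2 fold change of -1.45, -1.53 and -1.41 (camera adjusted p = 9.92e-13, 1.59e-13 and 3.35e-12; adjusted p = 0.249, 0.0768 and 0.393 with an estimated correlation). Adjusted over all genes tested, 2204 genes rose and 2149 fell in all 3 groups, where independent groups with these counts would share 184 and 170. Genes called in opposite directions in a pair of groups numbered 7 of 13321 tested in all groups.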

Interestingly, there are fewer genes overall that are differentially expressed between days in the NR SGA placentomes (5658 genes) compared to NR NonSGA (6490 genes) and 100% NRC (6479 genes) placentomes (Figure 1C). Additionally, 100% NRC and NonSGA placentomes have more differentially expressed genes in common (442 upregulated, 461 downregulated) than either group does with NR SGA placentomes (250 up- and 253 downregulated, and 178 up- and 143 downregulated, respectively; Figure 1C).

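Over the 4353 genes that changed from mid- to late gestation in every group, which leaves out genes not called in NR SGA, the median size of the log2 fold change was 0.69 in 100% NRC, 0.71 in NR NonSGA and 0.70 in NR SGA placentomes. Averaged per ewe along the shared direction, the change was 0.95 ± 0.10 (SD, n = 8), 0.99 ± 0.07 (SD, n = 7) and 0.93 ± 0.12 (SD, n = 7), and NR SGA differed from 100% NRC by -0.01 and from NR NonSGA by -0.05 (exact permutation test, p = 0.824 and 0.314). EdgeR's quasi-likelihood test called 6749 of 13722 genes in 100% NRC (3391 higher and 3358 lower at day 135), 6752 of 13562 in NR NonSGA (3415 and 3337) and 5702 of 13534 in NR SGA (2894 and 2808). The 100% NRC group had 1 more ewe than the restricted groups. A test of the difference itself, with ewe as a block, called 0 of 14849 genes whose change differed between NR SGA and 100% NRC and 0 between NR SGA and NR NonSGA, with 554 and 1047 at an unadjusted p under 0.05 where chance gives about 742, and DESeq2 called 3 and 23.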

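Beyond the genes that changed in all groups, 100% NRC and NR NonSGA placentomes shared 491 genes that rose and 463 that fell but were not called in NR SGA. The corresponding counts were 236 and 237 for 100% NRC with NR SGA, and 155 and 158 for NR NonSGA with NR SGA. A gene missing from the NR SGA calls is not by that alone shown to change less there. SLC27A6, a fatty acid transporter, fell in every group, with log2 fold changes of -4.63 in 100% NRC, -4.88 in NR NonSGA and -4.49 in NR SGA (standard error 0.31, 0.27 and 0.53; adjusted p = 3.12e-09, 1.86e-09 and 1.94e-05 from edgeR's quasi-likelihood test). Its standard error was larger in NR SGA than in either other group.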

All DEGs identified by treatment comparison at day 70 of pregnancy are listed in Table 1, and those from day 135 are listed in Table 2.

### 2.3. Over-Representation Analysis of GO: Molecular Functions

Genes that were differentially expressed between the three treatment groups on day 70 of pregnancy were further analyzed to determine changes in Gene Ontology (GO) molecular functions (Figure 2). Only functions with > 1 gene involved and an FDR < 0.05 are shown. 

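Genes that present antigen on MHC class II leaned lower in NR SGA than in 100% NRC placentomes at day 70, with calls that depended on the test. HLA-DQA1, a chain of the class II molecule DQ, had 2.44 ± 2.22 CPM (SD, n = 7) in NR SGA and 7.66 ± 4.82 CPM (SD, n = 8) in 100% NRC placentomes (log2 fold change -1.64, standard error 0.63), and CD74, the invariant chain that guides class II molecules to the endosome, had 30.5 ± 20.3 CPM and 51.5 ± 19.9 CPM (log2 fold change -0.76, standard error 0.35). IL12RB2, a chain of the interleukin-12 receptor, had 2.42 ± 2.43 CPM and 5.30 ± 2.13 CPM (log2 fold change -1.13, standard error 0.54). Adjusted p was 0.924, 0.934 and 0.934 from edgeR's quasi-likelihood test and 0.0278, 0.00343 and 0.00768 from the robust method fitted to the pair. Of 12 genes of class II presentation, 9 were lower in NR SGA, and 2, HLA-DQA1 and HLA-DQA2, were lower when adjusted over the list alone. Camera gave the list an adjusted p = 0.0195 (adjusted p = 0.489 with an estimated correlation). Scored per library as the mean of centered log2 CPM, the list was lower in NR SGA, with a difference of means of -0.494 (exact permutation test, p = 0.0169; 0.155 after adjustment over 18 lists).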

While the number of DEGs was fairly low in each comparison at day 70, there were still nine functions that were differentially enriched between NR SGA and 100% NRC placentomes, including terms such as MHC class II protein binding, cytokine binding, and transmembrane signaling receptor binding (Figure 2A). 

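HLA-DQA2 and HLA-DQB2 encode an alpha and a beta chain of the class II molecule DQ. At day 70 HLA-DQA2 had 6.36 ± 1.20 CPM (SD, n = 7) in NR NonSGA and 12.3 ± 4.88 CPM (SD, n = 8) in 100% NRC placentomes, and HLA-DQB2 had 0.962 ± 0.483 CPM (SD, n = 7) and 2.46 ± 1.14 CPM (SD, n = 8). The log2 fold changes were -0.95 (standard error 0.38) and -1.33 (standard error 0.42), with adjusted p = 0.734 and 0.697 from edgeR's quasi-likelihood test and 0.00896 and 0.0937 from the robust method fitted to the pair. HLA-DQB2 is 1 of 2 gene IDs with its symbol, and with both summed the log2 fold change was -0.47. Over all 12 genes of class II presentation, 9 were lower and 3 higher in NR NonSGA (camera adjusted p = 0.294).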

MHC class II receptor activity was the only function noted in NR NonSGA compared to 100% NRC placentomes, and the heat map shows that two of the three involved genes (*major histocompatibility complex, class II, DQ alpha 2* (*HLA-DQA2*) and *major histocompatibility complex, class II, DQ beta 2* (*HLA-DQB2*)) were downregulated in NR NonSGA compared to 100% NRC placentomes, while *HLA-DOB* was upregulated in NR NonSGA placentomes (Figure 2B). In NR SGA compared to NR NonSGA placentomes there were eight functions noted that included terms such as receptor ligand activity, organic hydroxyl compound transporter activity, and lipid transporter activity (Figure 2C). 

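AQP3, a channel for water and glycerol, had 33.7 ± 10.4 CPM (SD, n = 7) in NR SGA and 21.4 ± 9.74 CPM (SD, n = 7) in NR NonSGA placentomes, a log2 fold change of 0.66 (standard error 0.31, adjusted p = 0.998 from edgeR's quasi-likelihood test; 0.0647 from the robust method fitted to the pair). SLC10A6, a transporter of sulfated steroids, lay near the detection limit at 0.559 ± 0.211 CPM and 0.337 ± 0.537 CPM, with a log2 fold change of 0.78 (standard error 0.75). APOE, which carries lipids in lipoproteins, had 37.7 ± 8.34 CPM in NR SGA against 60.8 ± 20.0 CPM in NR NonSGA (log2 fold change -0.69, standard error 0.37). Adjusted p for SLC10A6 and APOE was 0.998 from the quasi-likelihood test, and both had 0.0647 from the robust method. For all 3 genes the difference of means was of the order of the SD within a group.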

Signaling receptor binding and cytokine activity were also functions of note identified in NR SGA versus NR NonSGA placentomes, and as they were also identified at day 135, the expression for the genes involved in those functions is shown in a heat map in Figure 2D. Genes that are upregulated in NR SGA placentomes include *family with sequence similarity 3 member C* (*FAM3C*), *S100 calcium-binding protein B* (*S100B*), and *osteoprotegerin* (*TNFRSF11B*), while *apolipoprotein E* (*APOE*), *HLA-DOB*, *junctional adhesion molecule 2* (*JAM2*), *MSTN*, and *Wnt family member 9B* (*WNT9B*) were downregulated.

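FAM3C, a secreted cytokine-like protein, had the tightest values of these genes, with 169 ± 9.95 CPM (SD, n = 7) in NR SGA and 132 ± 18.2 CPM (SD, n = 7) in NR NonSGA placentomes (log2 fold change 0.36, standard error 0.08, adjusted p = 0.998 from edgeR's quasi-likelihood test). TNFRSF11B, the decoy receptor that binds RANKL, had 5.96 ± 4.54 CPM and 1.42 ± 0.587 CPM (log2 fold change 2.04, standard error 0.75), and S100B had 10.8 ± 3.29 CPM and 5.84 ± 2.63 CPM (0.89, standard error 0.38). The junctional protein JAM2 had 122 ± 45.8 CPM against 187 ± 52.4 CPM, and the ligand WNT9B 19.6 ± 7.31 CPM against 31.2 ± 9.66 CPM, with log2 fold changes of -0.61 (standard error 0.27) and -0.67 (standard error 0.25). From the robust method fitted to the pair, adjusted p was 0.0647 for FAM3C, 0.0621 for TNFRSF11B, 0.0162 for S100B, 0.0782 for JAM2 and 0.0430 for WNT9B. Of the 9 genes shown for these functions, 3 were higher and 5 lower when adjusted over the list alone. The paper chose the list on these libraries, so this is not independent evidence.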

Molecular functions that were differentially enriched between treatment groups at day 135 are shown in Figure 3. There were seven functions altered between NR SGA and 100% NRC placentomes, which included terms such as signaling receptor binding, molecular transducer activity, and polysaccharide binding (Figure 2A). 

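CLEC4G and CLEC4A, receptors of the C-type lectin family, had higher means in NR SGA than in 100% NRC placentomes at day 135. CLEC4G, of sinusoidal endothelium, had 40.8 ± 15.9 CPM (SD, n = 7) in NR SGA and 20.0 ± 11.2 CPM (SD, n = 8) in 100% NRC placentomes, and CLEC4A, an inhibitory receptor of dendritic cells and macrophages, had 14.9 ± 4.21 CPM (SD, n = 7) and 8.62 ± 2.83 CPM (SD, n = 8). The log2 fold changes were 1.03 (standard error 0.34) and 0.78 (standard error 0.22), with adjusted p = 0.872 and 0.709 from edgeR's quasi-likelihood test and 0.0205 and 0.0973 from the robust method fitted to the pair. Of the 19 signaling receptor and cytokine genes that the paper shows for day 135, 7 were higher and 4 lower in NR SGA than in 100% NRC when adjusted over the list alone. This list was chosen on the same libraries and is not independent evidence (camera adjusted p = 0.0217; adjusted p = 0.386 with an estimated correlation).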

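CYP3A5 and CYP3A24, cytochromes P450 that hydroxylate steroids and drugs, were lower in NR NonSGA than in 100% NRC placentomes at day 135, with 1.5 ± 3.43 CPM (SD, n = 7) against 4.03 ± 3.90 CPM (SD, n = 8) and 0.614 ± 1.30 CPM against 2.10 ± 1.94 CPM. NR NonSGA ewe E5058 (E and its number) lay far above the others of its group for both genes and carried these means; without it the log2 fold changes were -4.28 for CYP3A5 and -3.90 for CYP3A24. With all libraries the spread between ewes was larger than the difference, and the log2 fold changes were -1.42 (standard error 1.03) and -1.75 (standard error 0.97). Their gene IDs were matched to 1 human symbol, and the Pearson correlation between CYP3A24 and the other IDs of that symbol, CYP3A5 among them, was 0.930 across libraries. GLRX5, of iron-sulfur cluster assembly, had 105 ± 41.4 CPM against 60.4 ± 36.7 CPM, and the sulfatase gene ARSD had 16.2 ± 15.8 CPM against 24.6 ± 9.64 CPM. DDX4, an RNA helicase of germ cells, had 1.20 ± 0.310 CPM against 0.373 ± 0.255 CPM (log2 fold change 1.67, standard error 0.50). All 5 genes had an adjusted p of 1.000 from edgeR's quasi-likelihood test, and between 0.0297 and 0.0706 from the robust method fitted to the pair.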

Since only seven genes were differentially expressed between NR NonSGA and 100% NRC placentomes, only functions involving one or two genes were identified; those functions include hydroxylase activity for multiple molecules and oxidoreductase activity (Figure 3B). There were 15 functions with >1 gene altered in NR SGA compared to NR NonSGA placentomes, with terms such as CXCR chemokine receptor binding, amyloid-beta binding, and lipid kinase activity (Figure 3C). As at day 70, signaling receptor binding and cytokine activity were two functions with significant differences between NR SGA and NR NonSGA placentomes. 

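MSTN, the gene of myostatin, had 0.246 ± 0.357 CPM (SD, n = 7) in NR SGA, 3.38 ± 2.54 CPM (SD, n = 7) in NR NonSGA and 1.91 ± 2.06 CPM (SD, n = 8) in 100% NRC placentomes at day 135, a log2 fold change of -3.73 (standard error 1.06) over NR NonSGA and -2.92 (standard error 1.05) over 100% NRC. MUC4, a membrane mucin of epithelial surfaces, had 2.34 ± 2.84 CPM in NR SGA and 6.19 ± 5.35 CPM in NR NonSGA (log2 fold change -1.40, standard error 0.79). Over NR NonSGA, adjusted p was 0.564 and 0.788 from edgeR's quasi-likelihood test and 0.00211 and 0.0728 from the robust method fitted to the pair. Among genes compared at day 70, the log2 fold changes at day 135 were, for TNFRSF11B, 1.43 (standard error 0.53), for FAM3C 0.26 (standard error 0.11), for JAM2 -0.48 (standard error 0.14), for WNT9B -0.61 (standard error 0.27) and for HLA-DOB -1.38 (standard error 0.61). APOE and S100B had log2 fold changes of -0.25 and -0.16 with standard errors of 0.28 and 0.58. None of these had an adjusted p under 0.129 from the robust method.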

The genes *MSTN* and *MUC4* continued to be downregulated in day 135 NR SGA placentomes, but none of the other genes identified in these functions at day 70 were still differentially regulated at day 135. 

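At day 135, 3 chemokine genes and 3 integrin genes had higher means in NR SGA than in NR NonSGA placentomes. CXCL8, which attracts neutrophils, had 6.74 ± 1.94 CPM (SD, n = 7) and 2.53 ± 1.23 CPM (SD, n = 7), and the interferon-induced CXCL9 and CXCL10, which attract T and NK cells, had 5.36 ± 3.50 CPM and 3.19 ± 2.32 CPM in NR SGA against 1.84 ± 0.706 CPM and 0.736 ± 0.382 CPM in NR NonSGA. The log2 fold changes were 1.40, 1.53 and 2.08 (standard error 0.42, 0.55 and 0.69). ITGAM and ITGB2, which together form the complement receptor of myeloid cells, had log2 fold changes of 1.22 (standard error 0.31) and 0.78 (standard error 0.26), and ITGB3, of platelets and osteoclasts, 1.06 (standard error 0.31). Adjusted p for the 6 genes was between 0.560 and 0.613 from edgeR's quasi-likelihood test and between 8.77e-04 and 0.0480 from the robust method fitted to the pair, and DESeq2 gave ITGAM 0.0661. Of 34 chemokines and cytokines 5 were higher and 1 lower when adjusted over the list alone, with CXCL8, IL1B, CXCL10 and IL10 among the higher ones (camera adjusted p = 0.212). Of the 19 genes that the paper shows for signaling receptor binding and cytokine activity, 12 were higher and 5 lower in the same way, on libraries from which the paper chose them.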

Interestingly, multiple members of the C–X–C motif chemokine family (*CXCL8*, *CXCL9*, *CXCL10*) were upregulated in the NR SGA placentomes, as were multiple integrins (*ITGAM*, *ITGB2*, *ITGB3*; Figure 3D).

### 2.4. Transcription Factors Potentially Regulating DEGs

There is a single known transcription factor—*zinc finger protein 462* (*ZNF462*)—that is differentially expressed in NR SGA compared to NR NonSGA placentomes at day 70, but little is known about which genes are specifically regulated by *ZNF462*. Therefore, the list of differentially expressed genes between NR SGA and NR NonSGA placentomes at day 70 was analyzed to determine transcription factors that are expressed in day 70 placentomes that could potentially be regulating gene expression at that time. 

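ZNF462, a zinc finger protein of the nucleus, had 31.9 ± 5.05 CPM (SD, n = 7) in NR SGA and 22.6 ± 3.66 CPM (SD, n = 7) in NR NonSGA placentomes at day 70. The log2 fold change was 0.49 (standard error 0.15, adjusted p = 0.998 from edgeR's quasi-likelihood test; 0.0425 from the robust method fitted to the pair and 0.159 with all 3 groups). The difference of means exceeded the SD of either group.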

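The transcription factors ZNF512B, ZNF740 and GABPA at day 70 were at like levels in NR SGA and in NR NonSGA placentomes, with log2 fold changes of 0.01, 0.05 and -0.05 (standard error 0.08, 0.11 and 0.09). ZNF358 and ARNTL2, a partner of CLOCK, had 5.90 ± 0.822 CPM (SD, n = 7) and 5.47 ± 1.57 CPM in NR SGA against 7.07 ± 2.04 CPM (SD, n = 7) and 4.79 ± 1.11 CPM in NR NonSGA, and SNAI1, a repressor of epithelial genes, 3.97 ± 1.14 CPM against 4.57 ± 1.75 CPM. SOX17, of endoderm and arterial endothelium, and the homeobox gene HOXA2 were scarce, at 0.970 ± 0.289 CPM and 0.360 ± 0.295 CPM in NR SGA. None of these 8 factors passed edgeR's quasi-likelihood test over all genes (adjusted p = 0.998 for each) or the robust method fitted to the pair. PPARG had no row in the count table and could not be measured. Of the 9 measured factors of the figure and the text, 1, ZNF462, was higher and 0 lower when adjusted over the list alone (camera adjusted p = 0.874).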

There were nine transcription factors (*aryl hydrocarbon receptor nuclear translocator like 2* (*ARNTL2*), *GA-binding protein transcription factor subunit alpha* (*GABPA*), *homeobox A2* (*HOXA2*), *peroxisome proliferator-activated receptor gamma* (*PPARG*), *snail family transcriptional repressor 1* (*SNAI1*), *SRY-box transcription factor 17* (*SOX17*), *ZNF358*, *ZNF512B*, *ZNF740*) identified that potentially have the motifs to regulate at least 4 of the 22 identified DEGs (Figure 4). Of specific interest, *GABPA* has motifs to regulate nine of the DEGs, while all four genes with *PPARG* motifs are downregulated in SGA placentomes and all four genes with *ZNF740* motifs are upregulated in SGA placentomes (Figure 4).

### 2.5. Gene Set Enrichment Analysis (GSEA) of Hallmark Pathways

Due to the relatively small number of DEGs between treatment groups, GSEA was used to further identify pathways that were specifically altered in NR SGA compared to NR NonSGA placentomes. Of note, sheep Ensembl IDs were converted to human Ensembl IDs before performing GSEA analyses due to limitations in the availability of sheep-related resources; thus, any sheep-specific genes were unable to be assessed as part of the GSEA analyses.

Nominal enrichment score (NES) values for the 50 hallmark pathways from an NR NonSGA versus 100% NRC analysis were plotted against those from a NR SGA versus 100% NRC analysis, with any point falling into a (+, −) or (−, +) quadrant being considered different between NR SGA and NR NonSGA placentomes (Figure 5). At day 70, apical surface and pancreas beta cell pathways were upregulated in NR NonSGA, but not NR SGA placentomes (Figure 5A). Additionally, pathways including fatty acid metabolism, MTORC1 signaling, IL2-STAT5 signaling, and Wnt/β-catenin signaling were upregulated in NR SGA, but not NR NonSGA placentomes (Figure 5A). 

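Genes of the apical cell surface were split in both restricted groups at day 70, with 20 of 36 higher and 16 lower in NR NonSGA than in 100% NRC placentomes, and 19 higher and 17 lower in NR SGA. RHCG, an ammonia channel of apical membranes, had a log2 fold change of 2.00 in NR NonSGA and PKHD1, a protein of primary cilia, 0.89, and ADIPOR2, an adiponectin receptor, had -0.20. The list had a camera adjusted p of 0.644 (up) in NR NonSGA and 0.950 (down) in NR SGA. Pancreas beta cell genes, a hallmark set of hormone secretion and insulin production, gave 9 of 19 higher in NR NonSGA (adjusted p = 0.583, up) and 11 higher in NR SGA (adjusted p = 0.950, down). No member of either list passed the test over the list alone in either group.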

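Receptors and ligands of Wnt signaling leaned lower in NR SGA than in 100% NRC placentomes at day 70, with 37 of 49 genes lower. Camera called the list (adjusted p = 0.0233), but not with an estimated correlation (adjusted p = 0.403). FZD2, a Frizzled receptor, and WNT3A, a Wnt ligand, were lower when adjusted over the list alone, with log2 fold changes of -0.85 and -1.18. In NR NonSGA, 26 of the Wnt genes were lower than in 100% NRC (camera adjusted p = 0.485). Genes of fatty acid metabolism and transport were higher in 26 of 46 cases in NR SGA and in 19 of 46 in NR NonSGA, at median log2 fold changes of 0.02 and -0.02 (camera adjusted p = 0.950 and 0.485). The mTORC1 and amino acid response genes had medians of -0.02 and -0.03 (adjusted p = 0.950 and 0.548), and in NR SGA 1 was higher and 5 lower when adjusted over the list alone, among them HMGCR, HMGCS1 and CYP51A1 of cholesterol synthesis and the transporter SLC1A4.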

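Genes of red blood cells and heme synthesis scored lower in NR SGA than in the other groups at day 135. Scored per library, the 23 genes were lower in NR SGA than in NR NonSGA placentomes, with a difference of means of -0.266 (exact permutation test, p = 0.00117; 0.0210 after adjustment over 18 lists) and lower than in 100% NRC, with a difference of -0.249 (p = 0.00311 from the same exact test; 0.0559 adjusted), while NR NonSGA and 100% NRC differed by 0.0170 (p = 0.815 from the same exact test). This exact test was chosen after the data were seen, and its p was adjusted within each comparison alone. The day change of the score in NR SGA differed from NR NonSGA by -0.254 and from 100% NRC by -0.241 (exact permutation test, p = 0.0554 and 0.0912). Camera did not call the list between NR SGA and NR NonSGA (adjusted p = 0.124). Among the members, BPGM, which sets the oxygen affinity of hemoglobin, had a log2 fold change of -0.36 for NR SGA over NR NonSGA and CA1, the carbonic anhydrase of red cells, -2.90. Over 100% NRC, 14 of 23 genes were higher in NR NonSGA and 7 in NR SGA (camera adjusted p = 0.609 and 0.312). Subunits of oxidative phosphorylation were higher in 29 of 54 cases in NR NonSGA and in 16 in NR SGA, with median log2 fold changes of 0.01 and -0.03 (adjusted p = 0.932 and 0.301). Genes that defend against reactive oxygen species had medians of -0.01 and -0.01 (adjusted p = 0.609 and 0.716). No member of these lists passed the test when adjusted over its list alone in either group.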

At day 135, oxidative phosphorylation, reactive oxygen species, heme metabolism, and adipogenesis pathways were upregulated in NR NonSGA, but not NR SGA pathways. Pathways such as interferon alpha/gamma response, KRAS signaling, TGF-β signaling, hypoxia, and apical junctions were upregulated in NR SGA, but not NR NonSGA placentomes.

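Interferon-stimulated genes leaned higher in NR SGA than in 100% NRC placentomes at day 135, and not in NR NonSGA placentomes. Scored per library, NR SGA exceeded 100% NRC by 0.377 (exact permutation test, p = 0.0897, and 0.531 after adjustment over 18 lists). NR SGA exceeded NR NonSGA by 0.462 (p = 0.0472 from the same exact test, 0.283 adjusted). Of 44 genes, 40 were higher in NR SGA than in 100% NRC at a median log2 fold change of 0.44, and 16 were higher when adjusted over the list alone, against 0 when adjusted over all genes. Among them were CMPK2, which supplies nucleotides in the antiviral response (0.47), and ZNFX1, a helicase that senses viral RNA (0.29). In NR NonSGA, 34 of the genes were lower than in 100% NRC, at a median of -0.08. Between NR SGA and NR NonSGA, 27 genes were higher and 0 lower when adjusted over the list alone, among them IFI44L (0.84) and WARS1 (0.49). Camera gave adjusted p = 3.80e-13 over 100% NRC and 4.57e-16 over NR NonSGA (adjusted p = 0.386 and 0.303 with an estimated correlation, since the genes vary together between libraries). TGF-β signaling genes were higher in 26 of 35 cases in NR SGA and in 14 in NR NonSGA (adjusted p = 0.0887 and 0.609; 0.386 and 0.960 as adjusted p with an estimated correlation). Hypoxia genes were higher in 19 and 18 of 28 cases (adjusted p = 0.236 and 0.806) and apical junction genes in 26 and 16 of 41 (adjusted p = 0.575 and 0.497).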

To determine pathways that changed differently over time between 100% NRC, NR NonSGA, and NR SGA placentomes, NES values from a day 70 versus day 135 analysis of each treatment group were plotted against one another (Figure 6). 

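More genes of the unfolded protein response fell than rose from day 70 to day 135. In 100% NRC placentomes 20 of 33 fell and 3 rose, and in NR NonSGA 15 fell and 4 rose (camera adjusted p = 0.00143 and 0.0529; adjusted p = 0.249 and 0.553 with an estimated correlation). In 100% NRC, PDIA5 and P4HB, which form disulfide bonds in the endoplasmic reticulum, fell with log2 fold changes of -0.90 and -0.33, and ATF4, the transcription factor of the stress response, rose by 0.62. Of 28 PI3K, AKT and insulin signaling genes, 9 rose and 5 fell in 100% NRC and 8 rose and 4 fell in NR NonSGA. IRS1, the docking protein of the insulin receptor, rose by 1.15 in 100% NRC, and PIK3R1, the regulatory subunit of PI3K, by 0.77. Targets of TNF and NF-κB went both ways, with 15 and 15 of 39 that rose and 8 and 8 that fell in 100% NRC and NR NonSGA; in 100% NRC, IL6 rose by 2.23 and PLAUR, the urokinase receptor, fell with a log2 fold change of -1.61. Camera called neither of these lists (adjusted p = 0.393 and 0.832 for PI3K and 0.393 and 0.470 for TNF).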

Unfolded protein response, pancreas beta cells, and PI3K–AKT–MTOR signaling pathways were upregulated in 100% NRC placentomes at day 70, but not NR NonSGA, while TNF-α signaling via NF-κB and apical surface pathways were upregulated in NR NonSGA, but not 100% NRC placentomes (Figure 6A). 

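Of the pancreas beta cell genes, 4 of 19 rose and 6 fell with gestation in 100% NRC placentomes, and 3 of 17 rose and 4 fell in NR SGA. MAFB, a transcription factor of beta cells and macrophages, fell in both groups, with log2 fold changes of -1.51 and -1.25, and LMO2, a transcription cofactor of blood and endothelium, rose by 0.58 and 0.65. Apical surface genes were balanced, with 11 of 36 that rose and 11 that fell in 100% NRC and 12 and 10 of 35 in NR SGA. MAL, which sorts proteins to the apical membrane, rose by 2.31 in 100% NRC, and the surface glycoprotein THY1 fell with a log2 fold change of -1.71. Camera called neither list (adjusted p = 0.646 and 0.983 for the beta cell genes, and 0.962 and 0.973 for the apical surface genes).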

The pancreas beta cell pathway was also upregulated in 100% NRC placentomes at day 70, but not NR SGA placentomes, while the apical surface pathway was upregulated in NR SGA, but not 100% NRC placentomes (Figure 6B). 

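In NR SGA placentomes 18 of 33 genes of the unfolded protein response fell between the days and 3 rose (camera adjusted p = 7.16e-04; adjusted p = 0.413 with an estimated correlation). The chaperones CALR and CRELD2 fell there with log2 fold changes of -0.52 and -0.77. Of the PI3K, AKT and insulin signaling genes 6 rose and 3 fell (adjusted p = 0.414), and of the targets of TNF and NF-κB 14 rose and 7 fell (adjusted p = 0.452), with IL1B, the inflammatory cytokine, among those that fell (log2 fold change -1.27).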

Pathways upregulated in NR SGA, but not NR NonSGA, included unfolded protein response and PI3K–AKT–MTOR signaling, while TNF-α signaling via NF-κB was upregulated in NR NonSGA, but not NR SGA placentomes (Figure 6C).

### 2.6. Gene Set Enrichment Analysis (GSEA) of KEGG Pathways

When GSEA analyses were performed between treatment groups to identify enriched KEGG pathways, only two pathways were significant at an adjusted *p*-value < 0.05. The first was the natural-killer-cell-mediated cytotoxicity pathway, which was enriched in NR SGA placentomes compared to 100% NRC placentomes at day 70 of pregnancy (Figure 7). 

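The 69 measured genes of natural killer cell cytotoxicity were somewhat higher as a set in NR SGA than in 100% NRC placentomes at day 70, with 41 higher and 28 lower. Their median log2 fold change was 0.03, and 0 members passed the test when adjusted over the list alone. PTPN6, a phosphatase that restrains activating receptors of leukocytes, had a log2 fold change of 0.41 and IFNGR2, a chain of the interferon-γ receptor, 0.25. Camera gave the list an adjusted p = 0.0958 (adjusted p = 0.201 with an estimated correlation), and a rank-based enrichment with fgsea an adjusted p = 0.00140 at a normalized enrichment score of 1.89. In NR NonSGA 36 genes were higher than in 100% NRC (camera adjusted p = 0.543). Scored per library, NR SGA exceeded 100% NRC by 0.0900, with 6 of 7 NR SGA placentomes above the 100% NRC median (exact permutation test, p = 0.109).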

Upregulated genes in this pathway included *major histocompatibility complex, class I G1* (*HLA-G1*), *intercellular adhesion molecule 1-2* (*ICAM1-2*), *UL16-binding protein 1–3* (*ULBP1-3*), *ITGAL*, *ITGB2*, *linker for activation of T cells* (*LAT*), *protein kinase C* (*PKC*), and *perforin 1* (*PRF1*), while downregulated genes included *CD94*, *Rac family small GTPase 1* (*Rac*), and *SHC adaptor protein 1* (*Shc*; Figure 7). 

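PRKCA, the α isoform of protein kinase C, had the clearest difference of these genes, with 21.9 ± 3.50 CPM (SD, n = 7) in NR SGA and 16.0 ± 1.94 CPM (SD, n = 8) in 100% NRC placentomes (log2 fold change 0.45, standard error 0.13, adjusted p = 0.924 from edgeR's quasi-likelihood test). ITGAL and ITGB2, which pair as the leukocyte integrin LFA-1, had 16.2 ± 5.51 CPM and 64.6 ± 20.4 CPM against 12.6 ± 2.81 CPM and 50.5 ± 10.2 CPM (log2 fold change 0.37 and 0.35, standard error 0.18 and 0.18). Their ligands ICAM1 and ICAM2 had 0.03 and 0.40 (standard error 0.19 and 0.32). Several genes of the pathway were scarce. PRF1, the pore-forming perforin, had 0.487 ± 0.298 CPM against 0.210 ± 0.291 CPM, LAT 0.446 ± 0.177 CPM against 0.271 ± 0.232 CPM, ULBP3 0.514 ± 0.270 CPM against 0.199 ± 0.310 CPM and KLRD1, which encodes CD94, 0.293 ± 0.384 CPM against 0.366 ± 0.285 CPM. HLA-G had a log2 fold change of 0.49 (standard error 0.50), SHC1 of -0.01 (standard error 0.07) and RAC3 of -0.23 (standard error 0.08). None passed the quasi-likelihood test, nor, apart from KLRD1, which its filter left out, the robust method fitted to the pair. RAC1 had no row in the count table, and no gene ID carried the symbols RAC2, SHC2, ULBP1 or ULBP2.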

The second enriched pathway was β-alanine metabolism in NR SGA placentomes compared to NR NonSGA placentomes at day 70 of pregnancy (Figure 8). 

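Genes of β-alanine metabolism, through which uracil, spermine and aspartate are converted to β-alanine and on to acetyl-CoA, leaned toward higher levels in NR SGA than in NR NonSGA placentomes at day 70. Of 25 genes, 16 were higher and 9 lower, at a median log2 fold change of 0.02. ALDH3A2, an aldehyde dehydrogenase of fatty aldehydes, had a log2 fold change of 0.13 and CARNMT1, which methylates carnosine, -0.16. Camera gave the list an adjusted p = 0.462, and fgsea an adjusted p = 0.290 at a normalized enrichment score of 1.34. Scored per library, NR SGA exceeded NR NonSGA by 0.130, with 6 of 7 NR SGA placentomes above the NR NonSGA median (exact permutation test, p = 0.0606; 0.849 after adjustment over 18 lists). No member passed the test over the list alone.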

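DPYS, the dihydropyrimidinase of uracil breakdown, had 0.960 ± 1.06 CPM (SD, n = 7) in NR SGA and 0.243 ± 0.366 CPM (SD, n = 7) in NR NonSGA placentomes at day 70 (log2 fold change 1.89, standard error 0.90), with 3 of 7 and 0 of 7 libraries above 1 CPM. GADL1, an acidic amino acid decarboxylase, had 0.560 ± 0.575 CPM and 0.265 ± 0.334 CPM (log2 fold change 1.02, standard error 0.86). UPB1, the β-ureidopropionase of the pathway, had 0.494 ± 0.504 CPM and 0.336 ± 0.317 CPM (0.50, standard error 0.84), and the transcription factor gene UBP1 had 110.5 ± 9.86 CPM and 114 ± 11.3 CPM (-0.05, standard error 0.07). Adjusted p was 0.998 for each of the 4 genes from edgeR's quasi-likelihood test. At these levels DPYS, GADL1 and UPB1 were counted with a handful of reads per library, and a difference as small as their spread was not detectable. ECHS1 had no row in the count table.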

Upregulated genes in this pathway included *dihydropyrimidinase* (*DPYS*), *upstream-binding protein 1* (*UBP1*), *glutamate decarboxylase-like 1* (*GADL1*), and *enoyl-CoA hydratase, short chain 1* (*ECHS1*), while there were no downregulated genes (Figure 8).

## 3. Discussion

Nutrient restriction during pregnancy reshapes the interaction between, and function of, the maternal, placental, and fetal compartments. Previous studies have indicated that the placenta—specifically the placentome in sheep—is not only nutrient-sensitive, but may be able to adapt to nutrient restriction as measured by the growth of the fetus [5,6]. Because placental growth precedes fetal growth, a major limitation in placental biology research—including previous studies on sheep—has been the inability to conduct a retrospective assessment of placental development responses that give rise to a spectrum of fetal growth outcomes. Using the pregnant sheep as our model organism, we developed a surgical technique to remove a single placentome during mid-gestation, and then allowed the pregnancy to proceed, which has provided the opportunity for a retrospective assessment of the early and late placentomal transcriptome based on late gestation fetal weight. Results from these analyses have revealed that a relatively low number of genes are differentially expressed between placentomes from well-fed ewes, NR ewes with NonSGA fetuses, and NR ewes with SGA fetuses—especially in comparison to the number of genes that are differentially expressed over time in the placentome—but those genes are involved in a variety of functions that lead to a broader impact later in pregnancy. Additionally, GSEA analyses have revealed a small number of unique pathways at day 70—including natural-killer-cell-mediated cell toxicity in SGA fetuses—that have interesting implications for placental development and function.

A previous study in our laboratory used a microarray analysis to identify transcriptomic changes between SGA and NonSGA placentomes from NR pregnancies at day 125 of pregnancy [6]. Major findings of that study included differentially expressed gene clusters involved in immune response, cell signaling, nutrient response, and nutrient transport [6]. These placentomes also showed histological differences, including decreased placentome volume and total maternal/fetal interface surface area in SGA pregnancies compared to NonSGA pregnancies from NR ewes [5]. The current study showed similar functional differences between SGA and NonSGA placentomes, with chemokine binding and cytokine activity altered at day 135 in addition to signaling receptor binding, nutrient transporter activity, and cell structure molecules. Indeed, certain genes–such as *CD86*, *CXCL10*, and *DPYD*—were differentially expressed in both studies, even with the small difference in timing [6]. Similar observations in late pregnancy between the two studies demonstrate that the model is reproducible, and provide confidence that DEGs identified in mid-gestation are inducing changes in placental function that lead to divergent patterns of fetal growth.

In the same cohort of animals as the current study, we previously found that triglycerides and bile acids were accumulating in allantoic fluid during mid-gestation of SGA fetuses from NR ewes, but not in allantoic fluid of NonSGA fetuses, suggesting impaired placental transport. We next found that SLC27A6 protein levels were reduced in mid-gestation placentomes from NR sheep with SGA fetuses, but not in NonSGA fetuses [9]. Interestingly, SLC27A6 is robustly expressed during placental growth, but is only modestly expressed during late gestation, highlighting a potentially novel role for this member of the fatty acid transport family in supporting early placental growth during nutritional hardship. This particular transporter family also has adaptive potential in other species, as both SLC27A2 and SLC27A6 were increased in the late-gestation baboon placenta in response to maternal nutrient restriction [14]. In addition to *SLC27A6* being differentially expressed between SGA and NonSGA placentomes from NR ewes in the current transcriptomic analysis, the molecular function of lipid kinase activity was altered, and fatty acid metabolism was noted as a pathway that was upregulated in SGA, but not NonSGA fetuses, in the GSEA analyses at day 70 of pregnancy. This connection between gene expression, protein expression, and systemic metabolic levels reinforces the value of using transcriptomic analyses to further elucidate mechanisms by which the placentome is able to adapt to nutrient restriction.

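SLC27A6, which takes up long-chain fatty acids, had 24.1 ± 8.53 CPM (SD, n = 7) in NR SGA and 39.2 ± 11.6 CPM (SD, n = 7) in NR NonSGA placentomes at day 70, a log2 fold change of -0.70 (standard error 0.27, adjusted p = 0.998 from edgeR's quasi-likelihood test; 0.0647 from the robust method fitted to the pair). Of the 46 genes of fatty acid metabolism and transport, 28 were higher and 18 lower in NR SGA than in NR NonSGA placentomes, with 0 past the test over the list alone (camera adjusted p = 0.545). FABP5, an intracellular fatty acid carrier, had a log2 fold change of 0.26 and HMGCL, the last enzyme of ketone body synthesis, 0.20. The paper connects SLC27A6 with triglycerides and bile acids that accumulated in the allantoic fluid of SGA fetuses and with lower levels of its protein, and takes the connection as a reason to use transcriptomics further.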

The placenta is a unique organ, in that it performs a variety of functions that would be relegated to specific organs in the adult animal. When conducting pathway analyses, this is important to consider, as the implications of certain pathways could be quite different than they would be in their intended organ. An example of this in the current study is the hallmark pathway of pancreas beta cells (M5957), which is composed of genes specifically upregulated in pancreatic beta cells. At day 70, this pathway is positively enriched in placentomes from NR pregnancies with NonSGA fetuses, but negatively enriched in NR pregnancies with SGA fetuses (Figure 5). Overall, many of the genes in the pathway that are enriched are involved in glucose and insulin regulation but, interestingly, the vitamin D receptor, *VDR*, is also enriched in this pathway in placentomes from SGA fetuses. 

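VDR, the nuclear receptor of vitamin D, was at like levels in the 3 groups at day 70, with 15.1 ± 1.55 CPM (SD, n = 7) in NR SGA, 14.4 ± 2.45 CPM (SD, n = 7) in NR NonSGA and 14.5 ± 2.83 CPM (SD, n = 8) in 100% NRC placentomes. It rose to day 135 in every group, by log2 fold changes of 1.78 in 100% NRC, 1.75 in NR NonSGA and 1.85 in NR SGA (standard error 0.11, 0.15 and 0.15; adjusted p = 5.73e-10, 1.19e-07 and 5.79e-07 from edgeR's quasi-likelihood test). TRPV6, the calcium channel that vitamin D induces, rose by 2.10 in 100% NRC, and CYP27A1, which hydroxylates vitamin D, fell with a log2 fold change of -1.14. Of the vitamin D genes, 8 of 14 rose in 100% NRC, 6 of 13 in NR NonSGA and 6 of 13 in NR SGA, and 2 fell in each (camera adjusted p = 0.0568, 0.240 and 0.108; adjusted p = 0.249 with an estimated correlation in 100% NRC).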

Dysregulation of vitamin D metabolism has been implicated in intrauterine growth restriction in human pregnancies [15], and is predominantly located in the syncytial cells of the placentome during early to mid-pregnancy in sheep [16]. In addition to traditional roles in the regulation of calcium and phosphate homeostasis, vitamin D is a regulator of immune function that has been hypothesized to play an immunomodulatory role at the maternal–fetal interface [17]. Vitamin D, acting through its nuclear hormone receptor, VDR, has a large number of gene targets, and knockdown of *VDR* in mice led to increased proinflammatory cytokine and chemokine expression in placental cells, supporting a role for vitamin D in the placenta [18]. Vitamin D’s status has not been assessed in this study, but is potentially of importance for future studies.

Of interest to this study is the potential interaction of vitamin D with macrophages and natural killer (NK) cells. Vitamin D can be locally activated in the placenta by macrophages, and promotes macrophage proliferation and differentiation [19,20]. At day 70 of pregnancy, *CD163*—a macrophage-specific marker whose upregulation is associated with a response to inflammation [21]—was upregulated in NR SGA placentomes compared to 100% NRC placentomes (Table 1). Additionally, *CD163* continued to be upregulated at day 135 in NR SGA placentomes compared to both NR NonSGA and 100% NRC placentomes, indicating a potential increase in either the total population of actual macrophages, or, as the cells of the placenta tend to take on the roles of other cells, the number of cells responding to perceived inflammation to help promote tissue modeling and the scavenging of apoptotic cells, as has been seen in other uterine environments [22].

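CD163, the hemoglobin scavenger receptor of macrophages, had 265 ± 89.3 CPM (SD, n = 7) in NR SGA, 249.8 ± 77.2 CPM (SD, n = 7) in NR NonSGA and 176 ± 44.5 CPM (SD, n = 8) in 100% NRC placentomes at day 70. The log2 fold change of NR SGA over 100% NRC was 0.59 (standard error 0.23, adjusted p = 0.924 from edgeR's quasi-likelihood test; 0.0630 from the robust method fitted to the pair). Other macrophage markers went the same way, among them the mannose receptor MRC1 (0.46) and the folate receptor FOLR2 (0.57). Of 24 markers, 23 were higher than in 100% NRC in NR SGA and 22 in NR NonSGA (camera adjusted p = 8.36e-05 and 2.32e-04; adjusted p = 0.909 and 0.711 with an estimated correlation), and none passed the test over the list alone.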

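At day 135 CD163 had 84.9 ± 29.5 CPM (SD, n = 7) in NR SGA, 42.0 ± 15.1 CPM (SD, n = 8) in 100% NRC and 42.1 ± 14.6 CPM (SD, n = 7) in NR NonSGA placentomes, a log2 fold change of 1.01 over both other groups (standard error 0.29 and 0.30; adjusted p = 0.709 and 0.577 from edgeR's quasi-likelihood test, and 0.00570 and 0.00417 from the robust method fitted to each pair). Of 24 macrophage markers, 22 were higher in NR SGA than in 100% NRC and 22 than in NR NonSGA, and 7 and 11 were higher when adjusted over the list alone, such as LAPTM5, a lysosomal protein of leukocytes (0.33 and 0.38), and CD68, a lysosomal marker of macrophages (0.43 over 100% NRC). The medians of the log2 fold changes were 0.43 and 0.56 (camera adjusted p = 2.06e-10 and 2.48e-13; adjusted p = 0.386 and 0.303 with an estimated correlation). Scored per library, the list was higher in NR SGA than in NR NonSGA by 0.574 (exact permutation test, p = 0.0326, and 0.283 adjusted over 18 lists). Of the NR SGA placentomes, 6 of 7 lay above the NR NonSGA median. Over 100% NRC the difference of scores was 0.433 (p = 0.0914 from the same exact test, 0.531 adjusted). From the higher CD163 the paper proposes a larger population of macrophages, or of placental cells that take on their role in response to perceived inflammation.

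**Figure D2:**
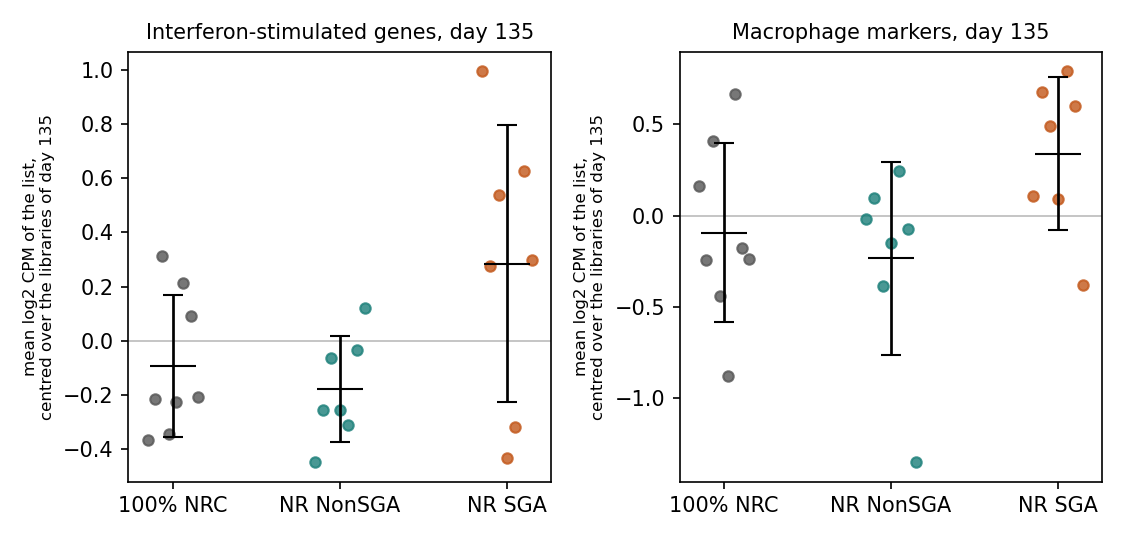
Scores of interferon-stimulated genes (left) and macrophage markers (right) in each placentome at day 135 by group; a score is the mean over the list of log2 CPM centered on the day, each point is 1 library, and bars give the mean ± SD. NR SGA placentomes were higher than NR NonSGA placentomes on average by 0.462 for interferon-stimulated genes and 0.574 for macrophage markers, and the points of the groups overlapped.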

NK cells can also be regulated by vitamin D, and are used as a defense mechanism against cells undergoing forms of stress [23]. By binding ligands on a target cell’s surface, NK cells are activated to release cytotoxic granules onto the bound target cell in order to induce programmed cell death [24]. At day 70 of pregnancy, GSEA analysis showed an enrichment for the KEGG pathway natural-killer-cell-mediated cytotoxicity in placentomes from NR SGA pregnancies compared to those from well-fed pregnancies (Figure 7). At day 135, there was also upregulation of *CD96*—an NK cell marker—in SGA placentomes compared to placentomes from well-fed pregnancies and NR NonSGA pregnancies (Table 2). 

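CD96, a receptor of NK and T cells, had 3.98 ± 1.56 CPM (SD, n = 7) in NR SGA, 1.86 ± 1.53 CPM (SD, n = 8) in 100% NRC and 1.31 ± 1.75 CPM (SD, n = 7) in NR NonSGA placentomes at day 135. The log2 fold change was 1.08 over 100% NRC (standard error 0.61) and 1.57 over NR NonSGA (standard error 0.65), with adjusted p = 0.962 and 0.682 from edgeR's quasi-likelihood test and 0.0736 and 0.00440 from the robust method fitted to each pair. As a whole, T and NK cell markers were split, with 16 of 30 higher than in 100% NRC (camera adjusted p = 0.0887; adjusted p = 0.518 with an estimated correlation) and 18 higher than in NR NonSGA (camera adjusted p = 0.530). From these genes and from the smaller surface between mother and fetus seen earlier in placentomes with SGA fetuses, the paper reasons that more cytotoxic activity may affect their structure and function.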

Multiple genes from a variety of steps in the cytotoxicity process were upregulated, from target cell ligands and NK cell receptors to *TNF-α*, genes involved in cytotoxic granule exocytosis, and apoptotic genes. Considering the histological changes, such as decreased surface area at the maternal–fetal interface in placentomes from SGA fetuses that were seen previously [5], the implications of increased cytotoxic activity may manifest in both histoarchitectural and functional aspects of placentome development. Of note, increased NK-cell-mediated cytotoxicity has also been associated with recurrent pregnancy loss in vitamin-D-deficient women, lending weight to the negative impact it can have on placental development [24,25].

Major histocompatibility complex (MHC) class II molecule expression serves as a mediator of T-lymphocyte response [26,27]. This is of interest because, at day 70, MHC class II protein binding was a molecular function that was altered in NR SGA compared to 100% NRC placentomes. MHC class II receptor activity was also the only molecular function that was altered in NR NonSGA compared to 100% NRC placentomes and, indeed, two of the three genes involved—*HLA-DQA2* and *HLA-DQB2*—were downregulated in the NR placentomes (Figure 2). While these two genes are considered to be nonfunctional pseudogenes in humans, they are transcribed and translated in sheep and cattle, although their exact roles are still unknown, and may be of interest to study in the context of placentome development [28].

One limitation to this study is that after mapping reads to the available sheep genome, those gene identifiers were then matched to human identifiers for further bioinformatics analyses, due to the availability of resources to analyze the human transcriptome as opposed to that of the sheep. This resulted in the loss of sheep-specific genes from the GSEA analyses that may have an important role that could be further elucidated by working through specific pathways of interest. The other area where this swap from sheep to human identifiers would need to be explored further is in the major histocompatibility complex molecules and NK cell complex molecules. While there are a number of similarities between the sheep and human genomes in these pathways, there are also documented differences that reinforce that these bioinformatics analyses are exploratory tools only, and specific mechanisms must be worked out directly [28,29].

Alterations in amino acid transport in the late-gestation placenta, and resultant changes in fetal plasma amino acid concentrations, have been well documented in NR pregnancies resulting in SGA offspring [5,30,31,32,33]. However, one of the pathways that were enriched in this study in SGA compared to NonSGA placentomes in mid-pregnancy that is unique is beta-alanine metabolism. Beta-alanine is a non-essential amino acid that is not incorporated into proteins, but serves as an intermediary that can be used for fatty acid synthesis, pyrimidine metabolism, or carnosine production [34]. The specific enzymes that are upregulated in the SGA fetuses appear to drive the production of beta-alanine from L-aspartate and uracil, with beta-alanine itself then being utilized in fatty acid biosynthesis (Figure 8). There appears to be little knowledge about a role for beta-alanine in the placenta, but its use could very well be an adaptive measure undertaken by the NR placentome to maintain function.

The GO term signaling receptor binding (GO:0005102) was identified as differential between SGA and NonSGA placentomes, and identifies genes that bind to a receptor molecule to initiate a change in cell function. At day 70, 9 of the 22 differentially expressed genes fit into this category, and especially interesting is that 4 of those—*FAM3C*, *MSTN*, *TNFRSF11B*, and *WNT9B*—were also identified in the cytokine activity molecular function (GO:0005125), which is defined as genes that interact with a receptor to control survival, growth, and differentiation. These genes have had little to no previous mechanistic association with placental development, especially in sheep, and have potential as critical regulators relative to their roles in other tissues. *FAM3C* has an insulin-independent regulatory role in hepatic gluconeogenesis and lipogenesis [35]. *MSTN*, a negative regulator of muscle development, may also be involved in cytokine production and glucose metabolism, and has been associated with preeclampsia and IUGR in human pregnancies [36,37]. *TNFRSF11B*, also known as osteoprotegerin, is a secreted factor that is a key regulator in bone metabolism, but is also pro-angiogenic, and has been associated with preeclampsia and diabetes mellitus in human pregnancies [38,39]. *WNT9B* drives mesenchymal–epithelial transitions in the urogenital system during organogenesis [40].

Signaling receptor binding was also identified at day 135 of pregnancy, and included 20 of the 100 differentially expressed genes between SGA and NonSGA placentomes. From the genes involved in signaling receptor binding, only *MSTN* and *MUC4* were differentially expressed at day 70 and day 135 of pregnancy. *MUC4* is a cell-surface membrane-bound glycoprotein that sterically masks cell surface antigens to protect cells from immune recognition—most notably in cancer cells [41]—and a specific role in the placenta has not been well defined. Multiple C–X–C motif chemokine family members (*CXCL8*, *CXCL9*, *CXCL10*) were upregulated in SGA placentomes, as was the interferon gamma response pathway, emphasizing that an inflammatory environment has been established in those placentomes late in pregnancy that was not necessarily active in mid-pregnancy, but was likely developing [42].

Identifying the regulators of differentially expressed genes—transcription factors—is a critical piece when trying to elucidate the mechanisms driving changes in placentome development. We chose to identify those transcription factors that may be of importance in differentiating between SGA and NonSGA placentomes during mid-gestation, because they potentially establish the developmental trajectory that the placentome will follow. Nine transcription factors were identified that were actually expressed in the NR placentomes that had potential to regulate at least 4 of the 22 DEGs from day 70, although none of them were expressed differently between SGA and NonSGA placentomes. Two of the transcription factors—*PPARG* and *SOX17*—have previously identified roles in the placenta, but the rest do not [43]. *PPARG* is essential for placental development, has functions in adipogenesis and inflammation, and has been previously shown to be nutrient-sensitive in the sheep placenta [44,45]. *GABPA* is a regulator of cellular energy metabolism and protein synthesis, as well as cytokine expression [46]. In addition to the 9 differential genes potentially regulated by *GABPA* at day 70 between SGA and NonSGA, there are 13 genes at day 135 potentially regulated by *GABPA*, including *carboxylesterase 4A* (*CES4A*), *claudin domain-containing 1* (*CLDND1*), *collagen type 25 alpha 1* (*COL25A1*), *cytohesin-4* (*CYTH4*), *G-protein-coupled receptor 182* (*GPR182*), *insulin-like growth factor-binding protein 2* (*IGFBP2*), *inosine monophosphate dehydrogenase 1* (*IMPDH1*), *ITGB2, keratin 4* (*KRT4*), *ladinin-1* (*LAD1*), and *leucine-rich repeat Ig-like transmembrane domains 1* (*LRIT1*). 

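GABPA, an ETS-family transcription factor of mitochondrial and housekeeping genes, had 43.9 ± 5.97 CPM (SD, n = 7) in NR SGA and 46.2 ± 4.63 CPM (SD, n = 7) in NR NonSGA placentomes at day 135. Its log2 fold change from day 70 to day 135 was 0.05 in 100% NRC, 0.13 in NR NonSGA and 0.11 in NR SGA placentomes (standard error 0.09, 0.07 and 0.11; adjusted p = 0.664, 0.143 and 0.476 from edgeR's quasi-likelihood test).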

*GABPA* itself is stably expressed in all placentomes at both days, but interacts with a variety of cofactors, including VDR, to achieve regulation of target genes [46,47].

## 4. Materials and Methods

### 4.1. Animal Study and Tissue Collection

Mature Hampshire ewes of similar parity, frame size, and initial body condition were fed to meet 100% of their National Research Council (NRC) [48] nutritional requirements, and served as embryo transfer recipients [5,13]. Ewes were synchronized into estrus, and a single embryo from a superovulated Hampshire donor ewe of normal body condition was transferred into the uterus of a recipient ewe on day 6 post-estrus [5]. Pregnancy was diagnosed by ultrasound on day 28 of gestation. All ewes were individually housed in pens with concrete flooring from days 28 to 135 of gestation, and fed once daily. Beginning on day 28 of gestation, body weight was measured weekly, and feed intake was adjusted based on changes in body weight. On day 35 of pregnancy, ewes were assigned randomly to either a control-fed group (100% NRC; *n* = 8) or a nutrient-restricted (NR) group (50% NRC; *n* = 28); composition of their respective diets has been published previously [49]. NR ewes were provided 50% of the total weight of feed that the control-fed group received, in order to induce a total caloric restriction equally across macromolecule groups. Vitamins and minerals were provided as recommended or in excess for all ewes.

On day 70 of pregnancy, a single placentome was surgically removed, as previously described [9]. Briefly, care was taken to remove a placentome from near the antimesometrial greater curvature of the gravid uterus and proximal to the anterior end of the amniotic membrane. The placentome was finely minced and thoroughly mixed in order to ensure representation of all cell types, before being snap-frozen in liquid nitrogen for RNA analyses. Necropsies were performed on day 135 of gestation. At this time, placentomes were dissected, weighed, and then processed, as on day 70.

Fetuses from ewes fed 100% NRC were the control group (*n* = 8). Fetuses within the NR group (*n* = 28) were segregated into quartiles based on their fetal weights. The highest (NR NonSGA; *n* = 7) and lowest (NR SGA; *n* = 7) quartiles were selected for further investigation [10,12].

### 4.2. RNA Extraction, Sequencing, and Analyses

Total RNA was extracted from snap-frozen placentomes using TRIzol reagent (Invitrogen, Carlsbad, CA, USA), according to the manufacturer’s recommendations. Extracted RNA was treated with DNase I (Qiagen, Hilden, Germany) and purified using a RNeasy Mini Kit (Qiagen), before the RNA was quantified and its quality was assessed using a NanoDrop and an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), respectively. An RNA integrity number (RIN) of >8 and a 260/230 value of >1.8 were considered acceptable. Extracted RNA was stored at −80 °C until further analyses.

Total RNA from the samples was submitted to the University of Missouri DNA Core facility (Columbia, Missouri, USA). Library construction and sequencing was conducted following the manufacturer’s protocol with reagents supplied in Illumina’s TruSeq Stranded mRNA sample preparation kit. Libraries were multiplexed and sequenced from both directions as 75 base pair paired-end reads on one lane on a NextSeq500 instrument. The raw sequences (FASTQ) were subjected to quality check via FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed on 16 July 2017)). The program fqtrim (https://ccb.jhu.edu/software/fqtrim/ (accessed on 16 July 2017)) was used to remove adapters, perform quality trimming (phred score > 30) by a sliding window scan (6 nucleotides), and select read lengths of 30 nucleotides or longer after trimming. The reads obtained from the quality control step were mapped to the sheep reference genome (Oar_v3.1) using Hisat2 aligner [50]. The program FeatureCounts [51] was used to quantify read counts by using the sequence alignment files of each sample. Genes with evidence of expression (counts per million; rowSum > 5) were used for model-based differential expression analysis using the edgeR robust method [52]. The false discovery rate (FDR) ≤ 0.10 was used as threshold for statistically significant differential expression of genes. Only protein-coding genes were included. Venn diagrams were produced using Venny 2.1 (http://bioinfogp.cnb.csic.es/tools/venny/index.html (accessed on 13 May 2021)). Over-representation analyses using DEG lists were conducted using ToppFun (http://toppgene.cchmc.org/ accessed on 18 May 2021)) with default settings [53] to identify Gene Ontology (GO) terms for the molecular function ontology (FDR < 0.05). Sheep Ensembl IDs were converted to human Ensembl IDs (genome assembly GRCh38.p13) in order to facilitate pathway analyses. Enrichment analyses were performed using gene set enrichment analysis software v4.1.0 (http://gsea-msigdb.org/ (accessed on 14 May 2021)) [54], with statistical significance set at an FDR *q*-value < 0.25. Transcription factors were identified using the Tf2DNA database (http://fiserlab.org/tf2dna_db/ (accessed on 18 May 2021)). KEGG pathway analyses were performed using the pathview package in R [55]. Data files were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under accession number GSE180182.

## 5. Conclusions

The results of the present study retrospectively identify novel DEGs and pathways during mid-gestation that give rise to a spectrum of fetal weight phenotypes in late gestation. Maternal nutrient restriction appears to trigger alterations in lipid metabolism, leading to a proinflammatory state that initiates a cascade of immune effects that are maintained into late gestation, specifically in those placentomes from pregnancies that produce SGA fetuses. In contrast, the placentomes from pregnancies with NonSGA fetuses are able to adapt to nutritional hardship, as evidenced by transcriptome changes in mid-pregnancy, in order to avoid the fate of the placentomes from the SGA fetuses, and become similar to the placentomes from well-fed control pregnancies in late gestation. 

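At day 70, genes of cell division leaned lower in both restricted groups than in 100% NRC placentomes. Of 33 proliferation genes, 32 were lower in NR NonSGA, and 15 were lower and 1 higher when adjusted over the list alone, among them MCM5 of the replication helicase (-0.36), cyclin A2 or CCNA2 (-0.42) and the mitotic kinase PLK1 (-0.26). Scored per library, the list was lower by a difference of means of -0.183, with 0 of 7 NR NonSGA placentomes above the 100% NRC median (exact permutation test, p = 0.00653; 0.117 after adjustment over 18 lists). In NR SGA, 30 of 33 were lower (camera adjusted p = 2.41e-07; adjusted p = 0.500 with an estimated correlation), with a difference of -0.124 and 1 of 7 above that median (p = 0.106 from the same exact test; 0.393 adjusted). The score of trophoblast markers differed from 100% NRC by -0.119 in NR NonSGA and -0.126 in NR SGA (exact permutation test, p = 0.0440 and 0.0546; 0.212 and 0.327 adjusted). Subunits of oxidative phosphorylation and ribosomal proteins were lower in NR NonSGA in 50 of 54 and 38 of 44 cases, by small amounts (median log2 fold change -0.08 and -0.07). In NR NonSGA camera gave the proliferation genes and these 2 lists adjusted p = 1.01e-13, 9.71e-07 and 1.01e-05 (adjusted p = 0.552, 0.552 and 0.711 with an estimated correlation). At day 135 their medians in NR NonSGA were -0.01, 0.01 and -0.01, and camera gave 0.932, 0.932 and 0.784. The day changes of the scores of these lists differed between NR NonSGA and 100% NRC by 0.177, 0.085 and 0.065. The exact permutation test of these differences gave p = 0.0615, 0.181 and 0.290, so a different change over time was not shown. The paper concludes that placentomes with NonSGA fetuses adapt by changes in mid-pregnancy and become similar to those of well-fed ewes in late gestation.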

Future studies are necessary to investigate the influence of identified key genes, such as *MSTN*, and potential systemic effectors, such as vitamin D, in order to be able to devise potential therapeutics to alleviate pregnancies resulting in small-for-gestational-age offspring.

## Figures and Tables

**Figure 1:**
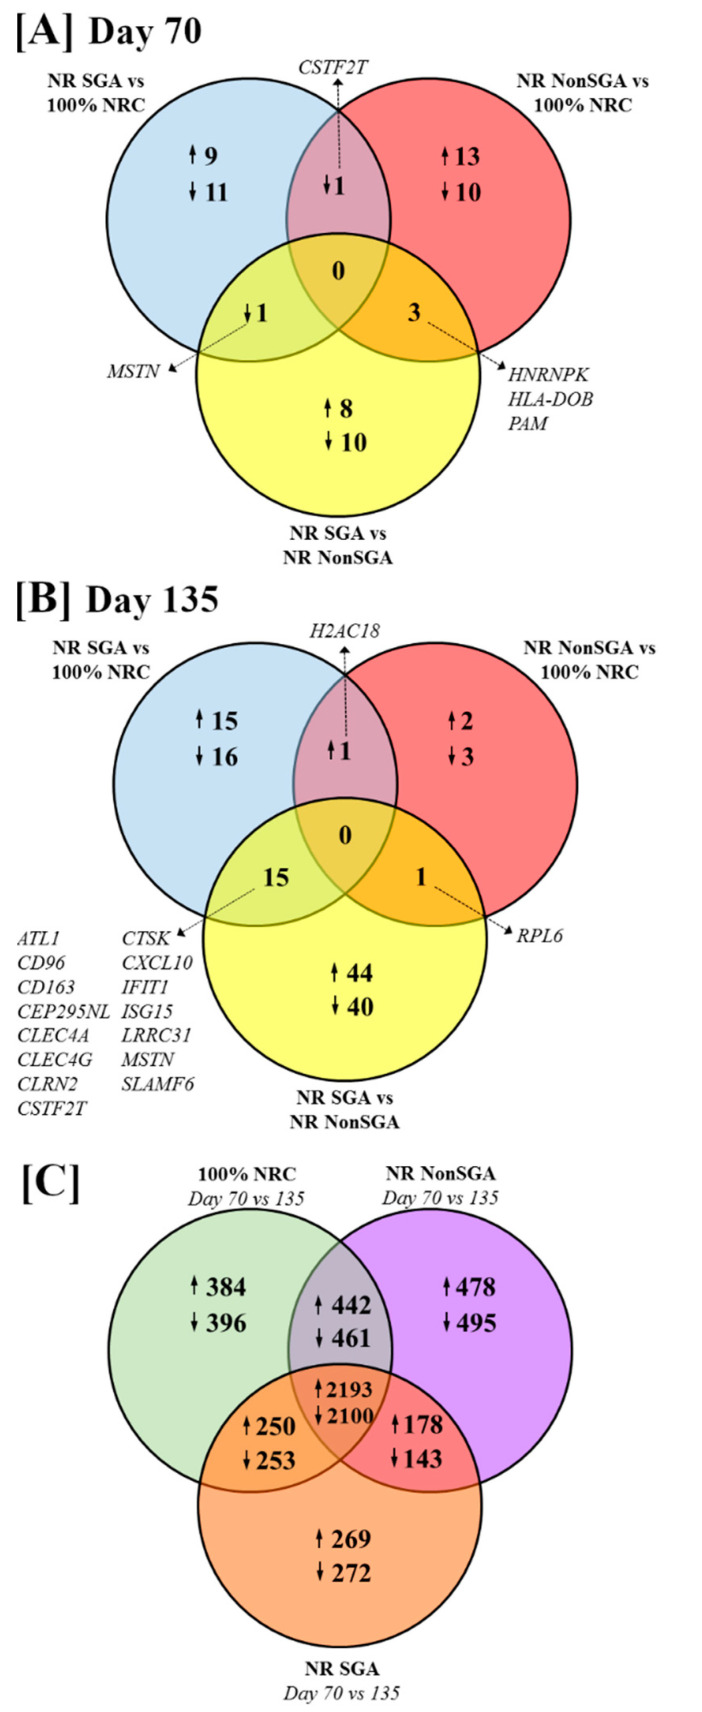
Venn diagrams depicting differentially expressed genes (DEGs) between 100% NRC (*n* = 8), NR NonSGA (*n* = 7), and NR SGA (*n* = 7) placentomes at day 70 (**A**) and day 135 (**B**) of gestation. The number of DEGs between day 70 and day 135 within each treatment group is depicted in (**C**). Genes were considered differentially expressed when FDR ≤ 0.10 and *p* ≤ 0.05.

**Figure 2:**
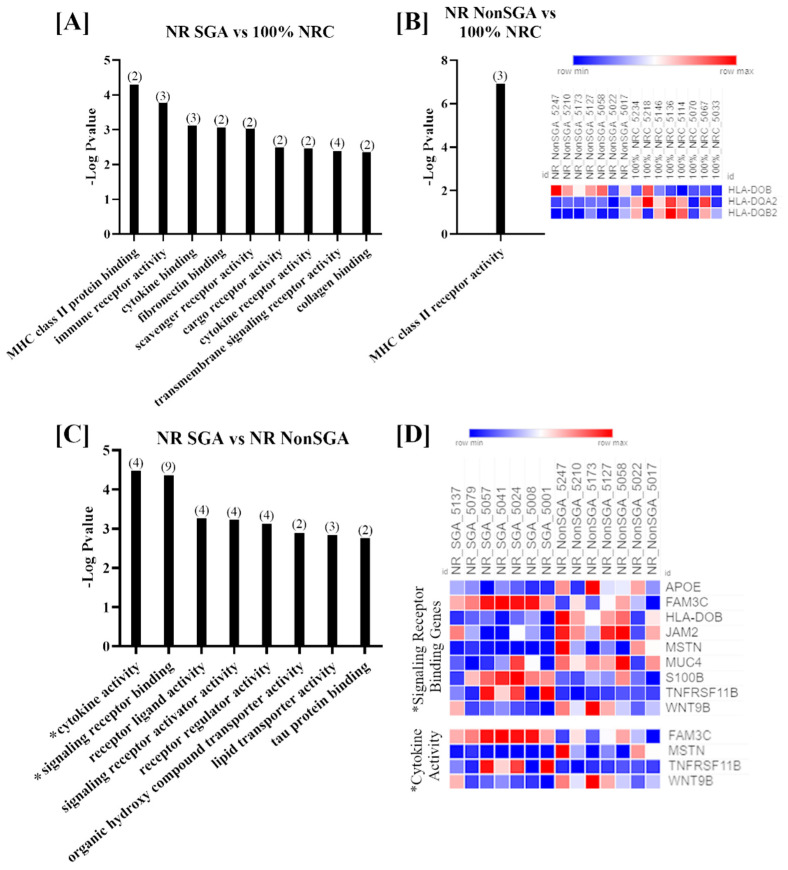
GO molecular function analyses of differentially expressed genes (DEGs) in placentomes at day 70 of pregnancy. Molecular functions differentially regulated in NR SGA compared to 100% NRC placentomes (**A**). The molecular function differentially regulated in NR NonSGA compared to 100% NRC placentomes, with a heat map of the three involved genes (**B**). Molecular functions differentially regulated in NR SGA compared to NR NonSGA placentomes (**C**), * with a heat map of genes involved in “signaling receptor binding” and “cytokine activity” (**D**). The heat maps correspond to one sample for each column and one gene for each row. All depicted GO molecular functions were significant at FDR < 0.05. Numbers in parentheses indicate the number of DEGs involved in the function.

**Figure 3:**
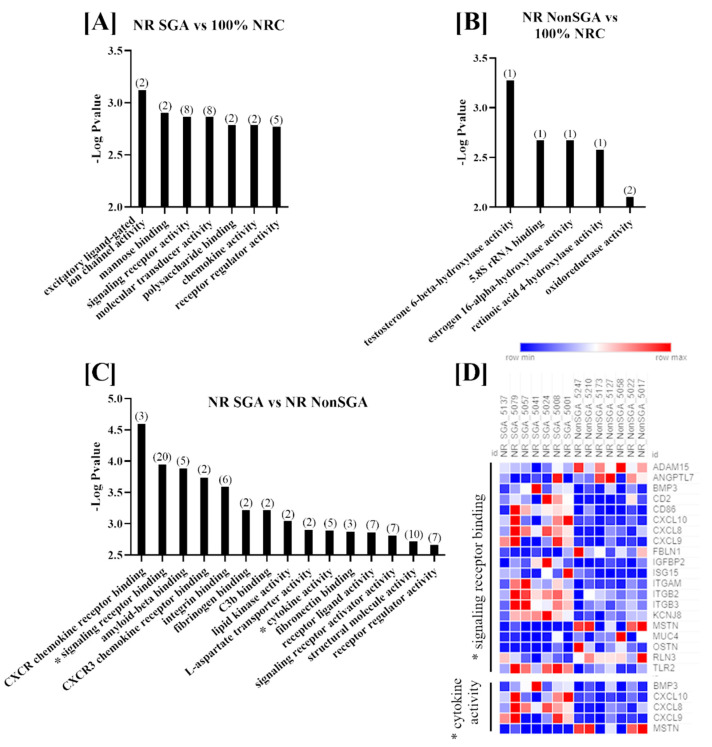
GO molecular function analyses of differentially expressed genes (DEGs) in placentomes at day 135 of pregnancy. Molecular functions differentially regulated in NR SGA compared to 100% NRC placentomes (**A**), NR NonSGA compared to 100% NRC placentomes (**B**), and NR SGA compared to NR NonSGA placentomes (**C**), * with a heat map of genes involved in “signaling receptor binding” and “cytokine activity” (**D**). The heat map corresponds to one sample for each column and one gene for each row. All depicted GO molecular functions were significant at FDR < 0.05. Numbers in parentheses indicate the number of differentially expressed genes involved in the function.

**Figure 4:**
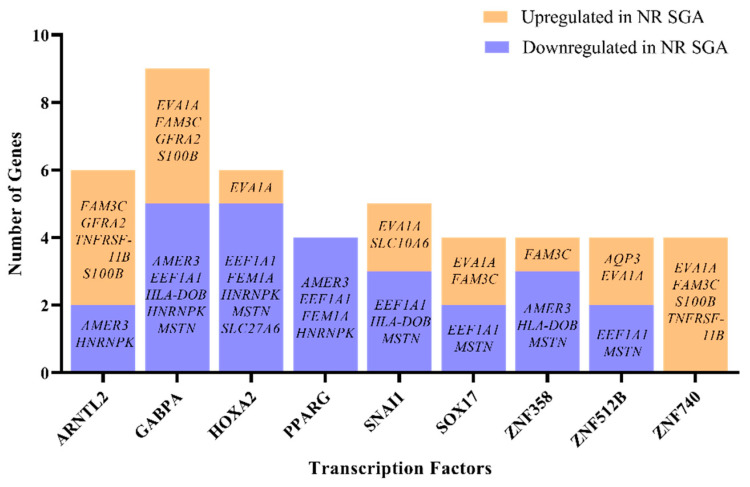
Computational analysis of transcription factors potentially regulating differentially expressed genes (DEGs) in NR SGA compared to NR NonSGA placentomes at day 70 of pregnancy. Only transcription factors that are expressed in placentomes and have ≥4 gene targets are depicted.

**Figure 5:**
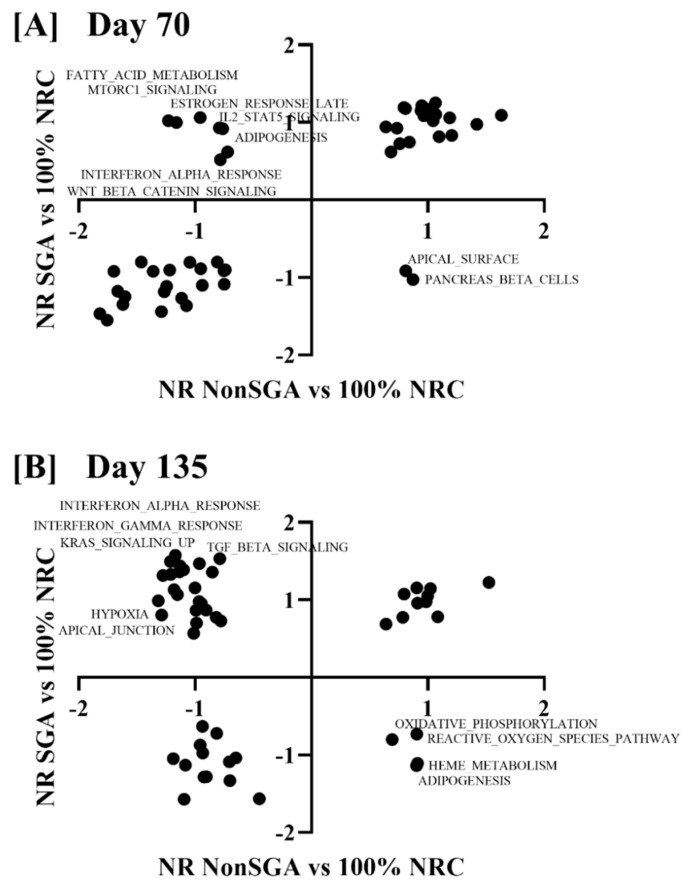
Gene set enrichment analysis of hallmark pathways in NR SGA compared to NR NonSGA placentomes at day 70 (**A**) and day 135 (**B**) of pregnancy. Nominal enrichment scores (NES) of NR NonSGA vs. 100% NRC analyses were plotted against NES values from NR SGA vs. 100% NRC analyses. Points in quadrants with (+, −) or (−, +) values were considered differentially regulated and were labeled with their pathway name.

**Figure 6:**
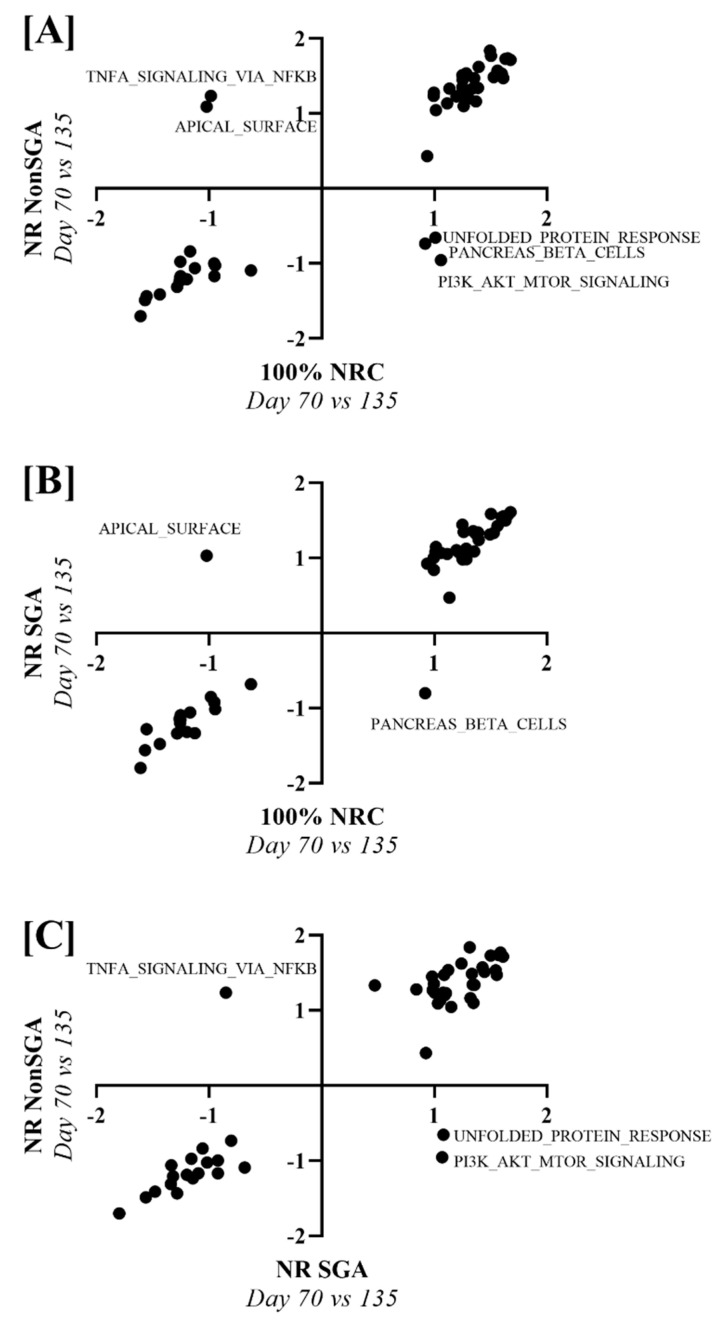
Gene set enrichment analysis of hallmark pathways between treatment groups across days of pregnancy. Nominal enrichment scores (NES) of NR NonSGA (day 70 vs. 135) analyses were plotted against NES values from 100% NRC (day 70 vs. 135) analyses (**A**). NES values of NR SGA (day 70 vs. 135) analyses were plotted against 100% NRC (day 70 vs. 135) analyses NES values (**B**). NES values of NR NonSGA (day 70 vs. 135) analyses were plotted against NR SGA (day 70 vs. 135) analyses NES values (**C**). Points in quadrants with (+, −) or (−, +) values were considered differentially regulated, and were labeled with their pathway name.

**Figure 7:**
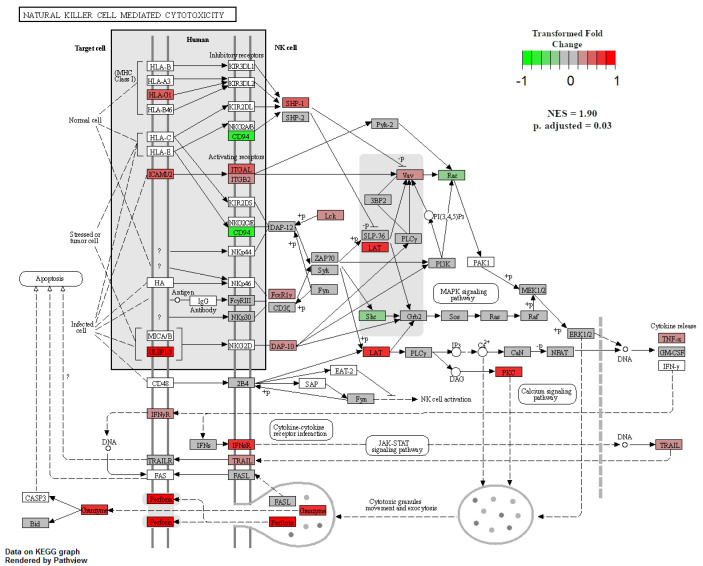
Natural-killer-cell-mediated cytotoxicity in NR SGA versus 100% NRC placentomes at day 70 of pregnancy. Gene set enrichment analysis was performed to identify KEGG pathways that were significantly enriched at adjusted *p*-values < 0.05.

**Figure 8:**
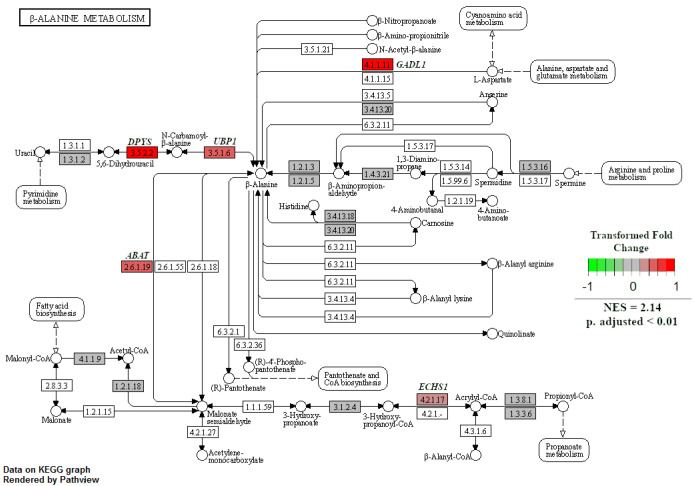
β-Alanine metabolism in NR SGA versus NR NonSGA placentomes at day 70 of pregnancy. Gene set enrichment analysis was performed to identify KEGG pathways that were significantly enriched at adjusted *p*-values < 0.05.

**Table 1:** Differentially expressed genes in placentomes at day 70 of pregnancy.

NR SGA ^1^ vs. 100% NRC			NR NonSGA vs. 100% NRC			NR SGA vs. NR NonSGA		
Gene	Log2 FC ^2^	FDR ^3^	Gene	Log2 FC	FDR	Gene	Log2 FC	FDR
*MSTN*	−3.10	0.03	*HNRNPK*	−6.28	0.01	*HNRNPK*	−5.53	0.02
*CSTF2T*	−2.78	0.08	*UBE2D3*	−3.36	<0.01	*MSTN*	−3.74	0.03
*HLA-DQA1*	−1.98	0.03	*CSTF2T*	−3.17	0.02	*FEM1A*	−2.35	0.09
*SLC15A5*	−1.92	0.07	*GBP4*	−2.74	0.01	*EEF1A1*	−1.91	0.06
*COL19A1*	−1.87	0.01	*PPAT*	−2.23	0.09	*AMER3*	−1.56	0.10
*IL12RB2*	−1.52	0.01	*OLFM1*	−1.81	0.09	*HLA-DOB*	−1.28	0.07
*GPRIN2*	−1.12	0.02	*APLP1*	−1.44	0.01	*MUC4*	−1.14	0.07
*CD74*	−1.01	<0.01	*HLA-DQB2*	−1.38	0.09	*SLC27A6*	−0.77	0.06
*FZD2*	−0.85	0.05	*HLA-DQA2*	−1.04	0.01	*WNT9B*	−0.76	0.05
*MMP9*	−0.75	0.10	*NOTUM*	−0.61	0.10	*JAM2*	−0.73	0.08
*PI15*	−0.73	<0.01	*SH3GL3*	−0.44	0.01	*APOE*	−0.67	0.06
*LRATD1*	−0.50	0.08	*MCM5*	−0.35	0.05	*PAM*	−0.54	0.02
*NFE2L3*	−0.35	0.08	*GINS2*	0.34	0.09	*FAM3C*	0.35	0.06
*THBS1*	0.58	0.10	*TTC21B*	0.43	0.10	*ZNF462*	0.53	0.04
*CD163*	0.65	0.06	*PAM*	0.50	0.01	*AQP3*	0.87	0.06
*NDUFA4L2*	0.76	0.08	*JMY*	0.50	0.09	*S100B*	1.04	0.02
*PRSS12*	0.82	0.01	*MRC1*	0.51	0.03	*MYO1A*	1.28	0.06
*PLAC8L1*	0.91	0.03	*RNASE1*	0.57	0.09	*DOK5*	1.31	0.07
*CACNG3*	1.78	0.08	*FOLR3*	0.60	0.01	*EVA1A*	1.32	<0.01
*BTNL9*	1.92	0.07	*FHL1*	0.66	0.01	*TNFRSF11B*	2.07	0.06
*SPATS1*	2.31	0.08	*SGCB*	0.67	0.03	*GFRA2*	2.28	0.02
*SLC5A12*	2.53	0.08	*NIPAL4*	0.78	0.09	*SLC10A6*	2.77	0.06
			*ZC3HAV1L*	0.80	0.09			
			*SVOPL*	0.83	0.01			
			*HLA-DOB*	1.35	0.05			
			*RPL6*	1.46	0.01			
			*PDE6B*	2.13	0.01			

^1^ 100% NRC: well-fed controls; NR NonSGA: nutrient-restricted normal-weight fetuses; NR SGA: nutrient-restricted low-weight fetuses. ^2^ Log2 FC: log2 fold change. ^3^ FDR: false discovery rate.

**Table 2:** Differentially expressed genes in placentomes at day 135 of pregnancy.

NR SGA ^1^ vs. 100% NRC			NR NonSGA vs. 100% NRC			NR SGA vs. NR NonSGA Cont.		
Gene	Log2 FC ^2^	FDR ^3^	Gene	Log2 FC	FDR	Gene	Log2 FC	FDR
*CLRN2*	−3.82	0.04	*CYP3A5*	−3.68	0.04	*LPCAT4*	−0.48	0.02
*PIWIL1*	−3.34	0.09	*CYP3A24*	−3.36	0.03	*GSTA4*	−0.45	0.08
*MSTN*	−3.19	0.10	*ARSD*	−1.43	0.04	*IMPDH1*	−0.45	0.10
*NTNG1*	−2.85	0.06	*GLRX5*	1.08	0.04	*ATL1*	−0.44	0.08
*CCL11*	−2.51	0.09	*RPL6*	1.59	<0.01	*ADAM15*	−0.42	0.10
*CCDC70*	−2.16	0.07	*DDX4*	1.72	0.07	*DGKZ*	−0.40	0.06
*SEMA3E*	−2.06	0.08	*H2AC18*	5.33	0.03	*LAPTM5*	0.37	0.04
*PPIL6*	−1.65	0.05	NR SGA vs. NR NonSGA			*ZNFX1*	0.39	0.09
*CLIC6*	−1.63	0.02				*CLEC1A*	0.45	0.03
*CAPN11*	−1.50	0.10	Gene	Log2 FC	FDR	*SLC38A7*	0.47	0.10
*ANPEP*	−1.17	0.03	*MSTN*	−4.25	<0.01	*OLA1*	0.49	0.04
*IL1R2*	−1.11	0.08	*KRT4*	−3.76	0.06	*CTSK*	0.57	0.01
*CASQ1*	−0.99	0.01	*CLRN2*	−3.49	0.08	*TLR2*	0.60	0.02
*SH3BP2*	−0.79	0.08	*MAN2B2*	−2.73	<0.01	*KCNJ8*	0.61	0.10
*CEP295NL*	−0.78	0.02	*ANGPTL7*	−2.20	0.04	*SERPINB2*	0.70	0.10
*ETNPPL*	−0.69	0.02	*COL25A1*	−2.08	0.10	*IFI44L*	0.72	0.09
*CCDC80*	−0.67	0.02	*CCDC151*	−1.97	0.01	*ITGB2*	0.75	0.04
*HAPLN3*	−0.64	0.10	*RPL6*	−1.88	<0.01	*GALNT13*	0.78	0.03
*ATL1*	−0.51	0.04	*LRIT1*	−1.80	0.09	*DPYD*	0.79	0.10
*CHRNE*	−0.43	0.10	*OSTN*	−1.79	0.02	*CYTH4*	0.79	0.05
*CTSK*	0.54	0.01	*MUC4*	−1.75	0.07	*CD274*	0.87	0.10
*FCGR1B*	0.73	0.09	*TCL1B*	−1.74	<0.01	*CMTM4*	0.89	0.10
*UMAD1*	0.75	0.06	*CCDC86*	−1.63	0.09	*CLEC4A*	0.92	0.01
*CLEC4A*	0.79	0.10	*MYOM3*	−1.33	0.08	*IGFBP2*	0.96	0.05
*MAF*	0.83	0.09	*PCYOX1*	−1.25	0.01	*CLEC4G*	0.98	0.03
*COLGALT2*	0.98	0.01	*ERICH4*	−1.21	0.10	*CD163*	0.99	<0.01
*FST*	1.01	0.08	*RPL30*	−1.14	0.06	*LRRC25*	1.02	0.09
*CD163*	1.02	0.01	*PODN*	−1.11	0.01	*ITGB3*	1.05	0.05
*CD200R1L*	1.03	0.06	*CES4A*	−1.04	0.01	*EPHB1*	1.09	0.10
*NRN1*	1.09	0.10	*CASQ1*	−1.02	0.02	*GPR182*	1.11	0.09
*CLEC4G*	1.11	0.02	*RLN3*	−1.00	0.09	*ITGAM*	1.15	0.01
*LRRC31*	1.14	0.02	*CCNA1*	−0.94	0.05	*SLAMF6*	1.19	0.08
*ISG15*	1.20	0.10	*HSH2D*	−0.94	0.07	*EVA1A*	1.26	<0.01
*IFIT1*	1.21	0.01	*CEP295NL*	−0.90	<0.01	*CD86*	1.30	<0.01
*SLAMF6*	1.21	0.02	*FIG4*	−0.90	0.04	*LAD1*	1.37	0.10
*EPM2A*	1.29	0.06	*TST*	−0.89	0.08	*ISG15*	1.47	0.04
*CD96*	1.37	0.07	*CYP8B1*	−0.89	0.06	*CXCL8*	1.47	<0.01
*ERVW-1*	1.44	0.06	*SLC13A3*	−0.82	<0.01	*CXCL9*	1.57	0.04
*P2RX2*	1.45	0.04	*CLCN1*	−0.77	0.05	*CD2*	1.57	0.08
*TRIML2*	1.54	0.01	*A2ML1*	−0.75	0.02	*IFIT1*	1.59	<0.01
*SH2D2A*	2.01	0.07	*ADA*	−0.66	0.06	*BMP3*	1.69	0.08
*CXCL10*	2.25	0.10	*ORAI2*	−0.65	0.09	*CLGN*	2.06	0.09
*ZNF623*	3.25	0.01	*CRYAB*	−0.64	0.05	*CXCL10*	2.11	0.03
*SNX10*	3.47	0.07	*NINL*	−0.63	0.06	*CLEC4F*	2.17	0.09
*CSTF2T*	3.65	<0.01	*AGK*	−0.61	0.10	*CD96*	2.49	<0.01
*RPL9*	4.37	0.05	*CALML5*	−0.61	0.03	*SAXO1*	3.31	0.08
*H2AC18*	5.56	<0.01	*CLDND1*	−0.60	0.01	*CSTF2T*	3.36	<0.01
			*ART4*	−0.58	0.10	*CYP3A5*	3.40	0.01
			*OTULINL*	−0.55	0.04	*RPL9*	4.36	0.06
			*CRELD2*	−0.53	0.04	*CCDC148*	4.52	<0.01
			*FBLN1*	−0.51	0.04			

^1^ 100% NRC: well-fed controls; NR NonSGA: nutrient-restricted normal-weight fetuses; NR SGA: nutrient-restricted low-weight fetuses. ^2^ Log2 FC: log2 fold change. ^3^ FDR: false discovery rate.

## Data Availability

Data files were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under accession number GSE180182.

How the deposited data were processed for this re-analysis (not part of the article)

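RNA from placentomes of 22 ewes, taken at day 70 and at day 135 of the same pregnancy, was measured by RNA-seq in 44 libraries. The ewes were 8 fed to requirement (100% NRC), 7 nutrient-restricted ewes with fetuses of normal weight (NR NonSGA) and 7 nutrient-restricted ewes with small fetuses (NR SGA). The deposited count values were raw numbers of reads per gene, which the authors obtained with FastQC, fqtrim, Hisat2 alignment to the sheep genome Oar_v3.1 and featureCounts, for 21609 genes. The deposited log2 values were fold changes from the authors' edgeR robust method, over protein-coding genes with a summed CPM above 5. The paper did not state whether a fit held only the groups of a pair or all groups. The version of edgeR was not stated. In the tables that compare groups, the authors gave the log2 fold change as 100% NRC minus a restricted group or NR NonSGA minus NR SGA, and in the tables that compare days as day 135 minus day 70, as read from the group means in the same tables. The deposited p-values came from the authors' edgeR robust method, and the deposited FDR values were adjusted from them. The 132 columns of values per library in those tables were not used, because the counts of the same libraries were at hand.

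All values reported here were computed from the counts, and the authors' log2, p and FDR values served only for comparison. Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Protein-coding genes with a summed CPM above 5 over the libraries of a fit were kept, the filter of the paper, and libraries were scaled by TMM. For each day a model with the 3 groups was fitted with edgeR, and pairs of groups were compared with the quasi-likelihood test. Days were compared within each group in the same way, and the difference of the day change between groups was tested with ewe as a block. P-values were adjusted by the method of Benjamini and Hochberg, and a gene was called at an adjusted p of at most 0.10 and an unadjusted p of at most 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Means ± SD are of TMM-scaled CPM, and a gene counted as present in a library above 1 CPM.

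Fixed gene lists for pathways and cell types, 37 in all, were tested with camera at a preset correlation of 0.01 between genes and again with an estimated correlation, with fry, and with fgsea on genes ranked by the test statistic. Members of a list were also adjusted over the list alone. For 18 lists a score per library was taken as the mean of log2 CPM of the members, with a prior count of 1, each centered over the libraries of the day. Scores were compared between groups by exact permutation tests over all regroupings, adjusted over the 18 lists. Lists that hold genes shown in the paper's figures were chosen by the paper on the same libraries.

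Libraries held between 6922243 and 9894965 counts. Precision was tested on simulated data with the mean, spread and number of libraries of the real groups, in which 200 genes were changed by 1.5-fold to 4-fold. A list of 40 other genes was raised 1.5-fold, and their calls were not counted as false. Each gene was drawn independently, so variation shared between genes was absent. The shares of false calls may therefore not hold for the real libraries. Recovery may be lower where fewer genes change, since the adjusted threshold is then stricter. For day 70 NR SGA vs 100% NRC the quasi-likelihood test recovered 53.7% of genes changed 1.5-fold, 68.7% of those changed 2-fold and 90.9% of those changed 4-fold, and 5.41% of its calls were false. DESeq2 recovered 62.7%, 74.6% and 93.9%, with 20.3% of calls false, and the edgeR robust fit of the groups of the pair 59.7%, 94.0% and 95.5%, with 37.1% false. Between days in NR SGA, 43.3% of genes changed 1.5-fold were recovered.

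The pairing of libraries by ewe was checked on the counts. After the mean of each group and day was removed, the correlation between the days of an ewe was between 0.0681 and 0.458 with a median of 0.303, the best match of a library was the library of its own ewe for 19 of 22 ewes, and 0 pairs of libraries were identical.

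Alternatives set before the data were examined were DESeq2, the paper's edgeR robust method fitted to the 3 groups, no filter, filterByExpr, all biotypes, only the groups of the pair, all 44 libraries in a fit, fetal sex as a covariate, no TMM, an adjusted p of 0.05, ewe as a block, and each library left out in turn. Fetal sex was taken from the titles of the libraries, and for 1 library of 100% NRC at day 135 the deposited record named the other sex. Added after the data were seen were the robust method fitted to the groups of the pair, the sum of the gene IDs of 1 symbol with either test, and the exact test of list scores. The closing section gives their effect.

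Genes named in the text were chosen by a rule written before the data were examined, when the values in Tables 1 and 2 of the paper had been read. For comparisons between groups these were genes that the paper names in its results, discussion or the text of Figures 7 and 8, the genes of Tables 1 and 2 as a count, up to 10 higher and 10 lower called genes with the smallest p, and called members of the fixed lists with up to 4 members of smallest p for a list described. For comparisons between days they were the 10 genes that rose and the 10 that fell most among those called in all 3 groups at a mean log2 CPM of at least 3, and called members of the lists. The gene without a symbol that passed the test at day 70 was named after its values were seen, as were CD86 and ATL1, which Table 2 lists.

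Gene Ontology terms, transcription factor motifs and the full hallmark and KEGG collections were not at hand, so enrichment of terms and motifs was not repeated and pathways were tested with the fixed lists. Animal weights and other measures of the fetuses were left out, since the deposited files held none.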

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

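In this part the exact permutation tests of list scores and the test for leukocytes of every kind were chosen only after the result was seen. Where libraries were dealt to the groups at random, the real grouping is counted among the splits.

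Among list scores, totals of libraries and day changes, 1 library lay far from the others of its group in 8 of 129 group values, where chance gives about 6 (1 in 20). Ewes are named by E and their number. The number given is the gap of that library to its nearest neighbor as a share of the range of the group. At day 70 these were NR SGA ewe E5041 for endothelial markers (0.584), NR SGA ewe E5001 for hypoxia genes (0.580) and for uterine epithelium and caruncle markers (0.619), NR SGA ewe E5057 for oxidative phosphorylation subunits (0.604), 100% NRC ewe E5070 for stromal and smooth muscle markers (0.573) and 100% NRC ewe E5136 for immediate early and heat shock genes (0.531). At day 135 they were NR SGA ewe E5024 for hypoxia genes (0.653) and NR NonSGA ewe E5247 for macrophage markers (0.605).

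Among single genes named in the text, 1 library lay far from the others in 20 of 231 group values, where chance gives about 12. At day 70 these were CD74 in NR SGA ewe E5008 (0.663), HLA-DOB and MUC4 in NR NonSGA ewe E5022 (0.587 and 0.646), HNRNPK in 100% NRC ewe E5070 and NR SGA ewe E5024 (0.814 and 0.620), PRF1 in NR SGA ewe E5001 (0.608), S100B in NR SGA ewe E5137 (0.716) and TNFRSF11B in NR NonSGA ewe E5210 (0.736). At day 135 they were CD163, CLEC4A and CTSK in NR NonSGA ewe E5247 (0.665, 0.750 and 0.599), CES4A, CYP3A24, CYP3A5 and DPYD in NR NonSGA ewe E5058 (0.665, 0.600, 0.658 and 0.611), CD163 in NR SGA ewe E5137 (0.579), CSTF2T in 100% NRC ewe E5033 (0.660), CXCL10 in NR SGA ewe E5041 (0.630), GABPA in NR SGA ewe E5024 (0.705) and TNFRSF11B in NR NonSGA ewe E5017 (0.582).

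A difference between groups was seen in the day change of the trophoblast score, which exceeded that of 100% NRC by 0.126 in NR SGA (exact permutation test, p = 0.0423). This was 1 of 54 such tests, and the smallest adjusted p over them was 0.544, so none passed the adjustment.

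Signals that the paper did not analyse were found at day 70 between NR NonSGA and 100% NRC. The gene ENSOARG00000003399, without a symbol, was lower with an adjusted p = 0.0943 from edgeR's quasi-likelihood test, and was not called in 18 of 22 fits with 1 library left out. The score of proliferation genes was lower by a difference of -0.183 (exact permutation test, p = 0.00653; 0.117 adjusted over 18 lists), with 0 of 7 NR NonSGA libraries above the 100% NRC median, and that of ribosomal protein genes by -0.0850 (p = 0.0306 from the same exact test; 0.212 adjusted), with 1 of 7 above it. For the proliferation genes few permutations of the libraries between groups gave as small a camera p (camera real p = 2.80e-15, 3.86e-16 in another split, 2 of 100 splits as small), a share not adjusted for the choice of lists, and with the adjusted exact p above 0.10 chance cannot be excluded. Genes of this list varied together in splits at random too, with a camera p under 0.05 in 63 of 100.

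Interferon-stimulated genes and macrophage markers were higher in NR SGA than in NR NonSGA placentomes at day 135, by scores of 0.462 and 0.574 (exact permutation test, p = 0.0472 and 0.0326; both 0.283 adjusted), with CD163, an abundant macrophage marker, at 84.9 ± 29.5 CPM and 42.1 ± 14.6 CPM. With these adjusted p chance cannot be excluded; over permutations of the libraries between groups few splits had as small a camera p for this pair (camera real p = 1.27e-17, 6.97e-26 in another split, 3 of 100 splits as small for interferon-stimulated genes; real p = 1.37e-14, 1.99e-15 in another split, 2 of 100 splits as small for macrophage markers), shares not adjusted for the choice of lists, and more had it against 100% NRC (real p = 1.06e-14, 1.06e-22 in another split, 5 of 100 splits as small; real p = 1.72e-11, 3.98e-21 in another split, 7 of 100 splits as small), and the genes of these lists varied together between ewes whatever the split, with 55 to 64 of 100 splits at a camera p under 0.05. With 1 library left out the differences stayed between 0.343 to 0.581 and 0.388 to 0.695 on the score, but the exact p rose to at most 0.0915 without NR SGA ewe E5001 and 0.0711 without NR SGA ewe E5057, and it passed 0.05 for 11 of 14 libraries of the first list and 6 of 14 of the second, so the exact p lay near the threshold. A larger share of leukocytes of every kind cannot be told apart from more macrophages alone, since the macrophage score exceeded that of T and NK cell markers with an exact permutation p of 0.104, against 0.0513 for B and plasma cell markers and 0.0495 for neutrophil markers. Over 100% NRC the exact permutation test of the interferon and macrophage scores gave p = 0.0897 and 0.0914 (both 0.531 adjusted). Nutrient restriction with a small fetus stays open as a biological explanation.

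Interferon-stimulated genes passed an exact p of 0.05 with every library in, and not without NR SGA or NR NonSGA ewe E5001 (p = 0.0915), E5008 (p = 0.0635), E5024 (p = 0.0804), E5079 (p = 0.0839), E5137 (p = 0.0659), E5017 (p = 0.0845), E5022 (p = 0.0717), E5058 (p = 0.0548), E5127 (p = 0.0717), E5173 (p = 0.0769) and E5210 (p = 0.0530). Macrophage markers failed the same exact test without ewe E5008 (p = 0.0688), E5024 (p = 0.0624), E5057 (p = 0.0711), E5079 (p = 0.0670), E5058 (p = 0.0524) and E5247 (p = 0.0682).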

How the results depend on the processing

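In this part the edgeR robust method fitted to the groups of the pair, the sum of gene IDs and the exact test of list scores were chosen only after the result was seen; the gene lists and the other alternatives were set before the data were examined.

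Counts of genes between groups depended on the test. EdgeR's quasi-likelihood test called 0, 1 and 0 at day 70 and 0, 0 and 0 at day 135 (NR SGA and NR NonSGA over 100% NRC, then NR SGA over NR NonSGA), with 352 to 944 genes at an unadjusted p under 0.05. DESeq2 called 6, 4 and 0 at day 70 and 1, 1 and 19 at day 135, the edgeR robust method on 3 groups 13, 19 and 18 at day 70 and 42, 2 and 80 at day 135, on the groups of the pair 29, 33 and 28 at day 70 and 48, 8 and 100 at day 135, and on the pair with gene IDs of 1 symbol summed 28, 18 and 25 at day 70 and 47, 5 and 93 at day 135. With all 44 libraries in 1 quasi-likelihood fit the counts were 0, 0 and 0 at day 70 and 3, 0 and 5 at day 135. The 1 gene of NR NonSGA against 100% NRC at day 70 became 0 with all 44 libraries, with only the groups of the pair, with fetal sex as a covariate, with no TMM and at an adjusted p of 0.05, a stricter threshold. No filter, filterByExpr and all biotypes left the 6 counts as they were. The cause was not tested apart from the following. In simulated counts 37.1% of calls of the robust method on the pair were false. In random splits of the real libraries that method called medians of 27, 29 and 30 at day 70 and 24, 23 and 28 at day 135.

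With 1 library left out (ewes are named by E and their number) the ranges were 0 to 1, 0 to 1 and 0 to 0 at day 70 and 0 to 1, 0 to 0 and 0 to 5 at day 135. At day 70, NR SGA against 100% NRC had 1 without NR SGA ewe E5137, 100% NRC ewe E5218 or 100% NRC ewe E5070. NR NonSGA against 100% NRC had 1 without NR SGA ewe E5057, NR NonSGA ewe E5173, NR NonSGA ewe E5127 or 100% NRC ewe E5218, and 0 without any of the other 18 libraries. At day 135, 1 gene was called for NR SGA against 100% NRC without NR SGA ewe E5137, and for NR SGA against NR NonSGA 5 without NR SGA ewe E5137, 1 without NR SGA ewe E5008, 1 without NR NonSGA ewe E5022 and 1 without 100% NRC ewe E5234. The planned comparison of 7 of 8 ewes is covered by leaving out each 100% NRC library in turn.

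Counts between days held within 1.5 times of 6749, 6752 and 5702 (100% NRC, NR NonSGA and NR SGA) under every alternative, from 4646 to 7338 over the 3 groups. With ewe as a block, which uses the pairing, they were 7120, 7338 and 6038. With 1 library left out they were 6073 to 6476, 6070 to 6475 and 4940 to 5614. Genes whose day change differed numbered 0 in each pair of groups with the quasi-likelihood test, with 554, 557 and 1047 at an unadjusted p under 0.05. With DESeq2 they were 3 for NR SGA against 100% NRC, 23 for NR SGA against NR NonSGA and 0 for NR NonSGA against 100% NRC.

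Natural killer cell cytotoxicity at day 70 had a camera adjusted p of 0.0958, and 0.201 with an estimated correlation, 0.352 with fry, 0.393 with the exact test of scores, 0.200 with filterByExpr, 0.113 with fetal sex and 0.00140 with fgsea. With 1 library left out it ranged over 0.0500 to 0.279 and lost its call without NR SGA ewe E5137 (0.186), NR SGA ewe E5079 (0.279), NR SGA ewe E5041 (0.130), NR SGA ewe E5024 (0.141), NR SGA ewe E5008 (0.111), 100% NRC ewe E5234 (0.173), 100% NRC ewe E5146 (0.113), 100% NRC ewe E5136 (0.107), 100% NRC ewe E5114 (0.155), 100% NRC ewe E5070 (0.245) or 100% NRC ewe E5033 (0.122). Interferon-stimulated genes at day 135 (NR SGA against NR NonSGA, 4.57e-16) had 0.303, 0.174 and 0.283 with the first 3 of these, and 9.49e-16, 2.75e-22 and 1.28e-18 with the others; leaving out 1 library gave 4.05e-26 to 3.52e-11. The weaker values allow for genes of a list varying together. β-alanine metabolism was called under none of its settings, at 0.263 to 0.786 with 1 library left out and 0.462 with all.

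Of 32 list results between groups called by camera, 1 was called with an estimated correlation, 0 with fry, 26 with fgsea, 29 with filterByExpr and 28 with fetal sex as a covariate, and the exact test of scores called 0 of 25. In 85 of 470 runs with 1 library left out a call was lost. Among lists that camera did not call, the exact test called the red blood cell and heme genes at day 135. Its p, adjusted within each comparison alone, was 0.0210 for NR SGA against NR NonSGA and 0.0559 for NR SGA against 100% NRC. Oxidative phosphorylation subunits in NR SGA against NR NonSGA at day 70 reversed in direction without NR SGA ewe E5057 (camera adjusted p = 0.884, and 0.00132 to 0.884 over the libraries left out, against 0.0950 with all); the cause was not tested.

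Of 335 results for single genes none changed sign where the main fit or the alternative called the gene. This leaves out the sum of gene IDs, under which HNRNPK, RPL6, PPAT and ERVW-1 changed sign to values near 0. Without a call in either fit, 3 changed sign with the robust method and 3 with the robust method on the pair. In the same way 3 changed sign with fetal sex as a covariate and 2 with no TMM. DESeq2 brought 21 past the threshold, the robust method 128, the robust method on the pair 207 of 262 and all 44 libraries 4. An adjusted p of 0.05 removed 3 calls. In 4335 runs with 1 library left out, 12 lost a call, 10 gained it and 37 changed sign without a call in either fit. At this depth genes changed 1.5-fold between groups were detected in part (53.7% in simulated counts with 200 genes changed). Recovery may be lower where fewer genes change.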

Differences from the paper's values

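In this part the edgeR robust method fitted to the groups of the pair was chosen only after the result was seen.

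The paper's numbers of genes upregulated and downregulated were 9 and 11 in the paper against 0 and 0 for day 70 NR SGA against 100% NRC, 13 and 10 in the paper against 0 and 1 for day 70 NR NonSGA against 100% NRC, 8 and 10 in the paper against 0 and 0 for day 70 NR SGA against NR NonSGA, 15 and 16 in the paper against 0 and 0 for day 135 NR SGA against 100% NRC, 2 and 3 in the paper against 0 and 0 for day 135 NR NonSGA against 100% NRC and 44 and 40 in the paper against 0 and 0 for day 135 NR SGA against NR NonSGA, where the second numbers are from edgeR's quasi-likelihood test at the paper's thresholds. These counts of the paper exclude genes that a comparison shares with another. Of the alternatives set before the data were examined, the edgeR robust method on 3 groups called 3 and 10, 12 and 7, 7 and 11, 22 and 20, 2 and 0 and 38 and 42 in the same order, without taking out shared genes; these lay within 1.5 times of the paper's counts, except for upregulated genes of day 70 NR SGA against 100% NRC and downregulated genes of day 135 NR NonSGA against 100% NRC. DESeq2, no filter, filterByExpr, all biotypes, fetal sex as a covariate, no TMM, only the groups of the pair, all 44 libraries, an adjusted p of 0.05 and each library left out left the differences. The robust method fitted to the pair called 29, 33 and 28 at day 70 and 48, 8 and 100 at day 135 (NR SGA and NR NonSGA against 100% NRC, then NR SGA against NR NonSGA); it was chosen after seeing the values, and it drops 9 of the 216 entries of the paper's Tables 1 and 2. Of these entries the quasi-likelihood test called 0, with 178 at an unadjusted p under 0.05, the robust method on 3 groups 127, DESeq2 21 and the quasi-likelihood fit of all 44 libraries 3. The authors' deposited tables hold 29, 33, 27, 49, 8 and 90 genes at these thresholds in the same order.

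The normalized enrichment score of β-alanine metabolism in NR SGA against NR NonSGA at day 70 was about 2.1 in Fig. 8, read by eye from the paper, and 1.34 here with fgsea. No alternative was set for it, and the fixed list used here is not the paper's KEGG set.

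Of the 216 log2 fold changes in the paper's tables, 35 differed in sign or by more than the standard error of the log2 fold change here. In each pair of numbers below, the paper's comes first. HNRNPK and GBP4 in NR NonSGA against 100% NRC at day 70 were -6.28 in the paper and 1.28 here and -2.74 in the paper and 2.30 here, and no alternative set before the data were examined removed these differences. The deposited table of the authors gives them as 6.28 and 2.74 in the direction used here, the size of the paper's values with the other sign.

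The following differed under the alternatives set before the data were examined except the edgeR robust method on 3 groups, where they did not: for day 70 NR SGA against NR NonSGA, FEM1A -2.35 and -1.38 and SLC10A6 2.77 and 0.78; for day 70 NR SGA against 100% NRC, COL19A1 -1.87 and -0.96 and SLC5A12 2.53 and 0.79; for day 135 NR SGA against 100% NRC, CLRN2 -3.82 and -2.37, SEMA3E -2.06 and -0.65, CLIC6 -1.63 and -1.01, NRN1 1.09 and 0.58, ERVW-1 1.44 and 0.48, TRIML2 1.54 and 0.91, ZNF623 3.25 and 1.94, SNX10 3.47 and 1.5 and CSTF2T 3.65 and 2.42; for day 135 NR NonSGA against 100% NRC, CYP3A5 -3.68 and -1.42, CYP3A24 -3.36 and -1.75 and ARSD -1.43 and -0.61; for day 135 NR SGA against NR NonSGA, CLRN2 -3.49 and -2.09, ANGPTL7 -2.20 and -1.18, CCDC151 -1.97 and -1.24, MYOM3 -1.33 and -0.75, EVA1A 1.26 and 0.69, CLGN 2.06 and 1.14, CD96 2.49 and 1.57, SAXO1 3.31 and 1.05, CYP3A5 3.40 and 0.93 and CCDC148 4.52 and 1.96. EVA1A 1.32 and 0.88 (day 70 NR SGA against NR NonSGA), SPATS1 2.31 and 1.59 (day 70 NR SGA against 100% NRC) and RPL9 4.37 and 2.32 (day 135 NR SGA against 100% NRC) did not differ in DESeq2 and the edgeR robust method on 3 groups. IL1R2 -1.11 and -0.65 (day 135 NR SGA against 100% NRC) did not differ in DESeq2, the edgeR robust method on 3 groups, the fit with fetal sex and the fit with no TMM. EEF1A1 -1.91 and -3.06 (day 70 NR SGA against NR NonSGA), CCDC70 -2.16 and -1.35 (day 135 NR SGA against 100% NRC) and RPL30 -1.14 and -0.74 (day 135 NR SGA against NR NonSGA) did not differ in the edgeR robust method on 3 groups and the fit with fetal sex. These 7 values differed in the other alternatives set before. With each library left out in turn, differences closed in at most 7 of 22 runs. DESeq2 left 32 of 216 values different and the robust method on 3 groups 2.

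The paper has HNRNPK higher in 100% NRC than in NR NonSGA at day 70, and here its log2 fold change was 1.28 for NR NonSGA over 100% NRC. LRRC31 is given as higher in NR SGA than in NR NonSGA at day 135, and here had a log2 fold change of 0.11, with 1.13 over 100% NRC in the paper's direction. Glutamic pyruvic transaminase is given as lower in NR SGA than in both groups, and its gene GPT had -0.24 over 100% NRC and 0.15 over NR NonSGA, while ATL1 was lower in both (-0.48 and -0.41). UBP1 is given as upregulated with β-alanine metabolism, and here had -0.05 in NR SGA over NR NonSGA, while UPB1, the enzyme of the pathway, had 0.50. Wnt signaling is given as higher in NR SGA and not NR NonSGA at day 70. In the fixed list of Wnt receptors and ligands, 37 of 49 genes were lower in NR SGA than in 100% NRC. Camera gave this list an adjusted p = 0.0233, and 0.403 with an estimated correlation. MTORC1 signaling is given in the same way, and the list used here had a median of -0.02 (adjusted p = 0.950, down). The unfolded protein response is given as higher at day 70 in 100% NRC and NR SGA and not in NR NonSGA, and here 20, 18 and 15 of 33 genes fell to day 135 in 100% NRC, NR SGA and NR NonSGA, with 4 that rose in NR NonSGA. The lists for Wnt, mTORC1 and the unfolded protein response were not the paper's hallmark sets, so differences may come from the genes they hold. PPARG, ECHS1 and RAC1, which the paper discusses, had no counts in the deposited table.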

Other observations

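In this part the exact permutation tests of list scores and the tests of the edgeR robust method on the pair, of gene IDs that share a symbol, of lasting differences between ewes and of the number of genes that changed between days were chosen only after the result was seen.

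As gestation went on, most markers of macrophages and of cell division fell in each of the 3 groups, and more markers of trophoblast and endothelium rose than fell. Of 24 macrophage markers 21, 21 and 21 fell from day 70 to day 135 in 100% NRC, NR NonSGA and NR SGA, at median log2 fold changes of -1.81, -2.27 and -1.67 (camera adjusted p = 3.72e-12, 2.29e-13 and 1.33e-09; adjusted p = 0.249, 0.309 and 0.413 with an estimated correlation). In 100% NRC these included LAPTM5 (-1.65), the protease CTSS (-2.09) and CYBB of the phagocyte oxidase (-1.94). Of 33 proliferation genes 28, 26 and 27 fell, at medians of -0.67, -0.48 and -0.73 (camera adjusted p = 1.72e-08, 4.53e-05 and 5.41e-07; adjusted p = 0.337, 0.461 and 0.528 with an estimated correlation), among them the kinetochore gene CENPF (-1.03 in 100% NRC).

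Trophoblast markers rose in 15, 14 and 14 and fell in 5, 3 and 2 of 23, 23 and 22 cases in the same order (camera adjusted p = 0.00330, 0.00107 and 5.98e-04; adjusted p = 0.249, 0.277 and 0.247 with an estimated correlation). The transcription factor GATA2 rose by 0.91 in 100% NRC and 0.68 in NR SGA, while the protease inhibitor TFPI2 fell with a log2 fold change of -3.39 in 100% NRC. Of 23 endothelial markers 9, 9 and 12 rose and 2, 1 and 2 fell (camera adjusted p = 0.0172, 0.0752 and 0.00120; adjusted p = 0.356, 0.553 and 0.474 with an estimated correlation), with FLT1, a receptor of VEGF, at 1.55 in 100% NRC and 1.56 in NR SGA, and VWF at 1.39 and 1.52. A share of 1 cell type rises where others fall, so these changes do not tell gain from loss of cells.

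Counts of genes between groups were compared with splits of the same libraries at random, the real grouping being counted among the splits. For edgeR's quasi-likelihood test, which called 0, 1 and 0 at day 70 and 0, 0 and 0 at day 135 (NR SGA and NR NonSGA over 100% NRC, then NR SGA over NR NonSGA), chance cannot be excluded for the 1 gene, and where the real count was 0 the splits cannot test chance, since any split calls as many: 100, 9, 100, 100, 100 and 100 of 100 splits called as many, and the highest counts of other splits were 103, 2, 438, 25, 5 and 14. For the robust method on the pair, with real counts of 29, 33, 28, 48, 8 and 100, chance cannot be excluded either: 27, 28, 33, 14, 59 and 7 of 60 splits each called as many, the medians of the others were 27, 29, 30, 24, 23 and 28 and the highest 1310, 543, 261, 884, 171 and 304. Some splits called many more genes than the real groups, and the cause of this was not tested. For genes whose day change differed, with 0 called by the quasi-likelihood test in each of the 3 pairs of groups, the splits cannot test chance for the same reason (40, 40 and 40 of 40 called as many), and the highest were 199, 245 and 478.

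Between days chance can be excluded in each group. With the days of some ewes swapped, only the real assignment (1, 1 and 1 of 100, 64 and 64 swaps) reached 6749, 6752 and 5702 genes, and the highest others had 4593, 3992 and 2779. Each of these highest others had the days of 1 ewe swapped. For natural killer cell cytotoxicity at day 70 few permutations of the libraries gave as small a camera p (camera real p = 0.0240, 0.00962 in another split, 2 of 100 splits as small), but the exact permutation test of its score had p = 0.109 (0.393 adjusted over 18 lists), so chance cannot be excluded. For β-alanine metabolism it cannot be excluded either over permutations of the libraries (camera real p = 0.197, 0.0110 in another split, 22 of 100 splits as small).

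Some genes of the paper's tables may owe their call to reads shared between copies of a gene. Of 34 tabled entries called by the robust method on the pair whose symbol has several gene IDs, 18 were no longer called when the counts of the IDs were summed, which goes with reads shared between copies, HNRNPK and RPL6 among them. The other 16 were still called, which such sharing alone leaves unexplained where the other IDs held counts. For some of the 16 those IDs held almost none, so the sum could not change the call. At day 135 they held 0.00758 CPM against 3.36 CPM for ZNF623 (NR SGA and 100% NRC). For CXCL8 (NR SGA and NR NonSGA) they held 0.00901 CPM against 4.63 CPM. CYP3A5 and CYP3A24 in NR NonSGA over 100% NRC rest on the same sum. Summing cannot separate shared reads from a real change in a minor copy.

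Some tabled genes may reflect a lasting difference between ewes, such as a variant in the genome, more than the treatment. Of 47 tabled genes called by the robust method that were above 1 CPM in some ewes and not in others, 6 tended to be above 1 CPM in the same ewes at both days (Fisher's exact test, adjusted p at or under 0.05): CCDC148, CCDC86, CYP3A24, GFRA2, IL12RB2 and MSTN. Some ewes changed side, with 17 of 22 on the same side at both days for GFRA2 and 21 for IL12RB2. The test pools the groups, so it does not separate a difference between groups from a difference between ewes. Over the 47 genes the median number of ewes on the same side at both days was 15 of 22, and over all 58 such genes that the paper names, tabled or not, 5 passed the same test. A lasting effect of the restriction stays open for those that follow the groups.

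The lower number of genes that changed between days in NR SGA may come from a larger spread between its placentomes. The mean count of the other groups exceeded that of NR SGA by 1048.5, and chance cannot be excluded. Of 100 deals of the ewes, the real one among them, 7 gave a difference as large, and the highest was 1384. The mean change per ewe was lower than in 100% NRC by a difference of -0.013 (exact permutation p = 0.824). It was lower than in NR NonSGA by -0.054 (p = 0.314 from the same exact test). These changes are over genes called in all 3 groups, which leaves out those missing in NR SGA. A smaller change therefore cannot be told apart from no difference. The common biological coefficient of variation was 0.260 in NR SGA, 0.232 in 100% NRC and 0.227 in NR NonSGA, and 0.247 to 0.267 with 1 NR SGA ewe left out, so a larger spread goes with the lower count.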
